# Gene expression signatures modulated by epidermal growth factor receptor activation and their relationship to cetuximab resistance in head and neck squamous cell carcinoma

**DOI:** 10.1186/1471-2164-13-160

**Published:** 2012-05-01

**Authors:** Elana J Fertig, Qing Ren, Haixia Cheng, Hiromitsu Hatakeyama, Adam P Dicker, Ulrich Rodeck, Michael Considine, Michael F Ochs, Christine H Chung

## Abstract

**Background:**

Aberrant activation of signaling pathways downstream of epidermal growth factor receptor (EGFR) has been hypothesized to be one of the mechanisms of cetuximab (a monoclonal antibody against EGFR) resistance in head and neck squamous cell carcinoma (HNSCC). To infer relevant and specific pathway activation downstream of EGFR from gene expression in HNSCC, we generated gene expression signatures using immortalized keratinocytes (HaCaT) subjected to ligand stimulation and transfected with EGFR, RELA/p65, or HRAS^Val12D^.

**Results:**

The gene expression patterns that distinguished the HaCaT variants and conditions were inferred using the Markov chain Monte Carlo (MCMC) matrix factorization algorithm Coordinated Gene Activity in Pattern Sets (CoGAPS). This approach inferred gene expression signatures with greater relevance to cell signaling pathway activation than the expression signatures inferred with standard linear models. Furthermore, the pathway signature generated using HaCaT-HRAS^Val12D^ further associated with the cetuximab treatment response in isogenic cetuximab-sensitive (UMSCC1) and -resistant (1CC8) cell lines.

**Conclusions:**

Our data suggest that the CoGAPS algorithm can generate gene expression signatures that are pertinent to downstream effects of receptor signaling pathway activation and potentially be useful in modeling resistance mechanisms to targeted therapies.

## Background

Aberrant signal transduction pathways induce and maintain many cancers [1-3]. Therefore, targeted therapeutics blocking this aberrant cellular signaling activity can impede malignant progression. However, the clinical success of targeted agents relies on accurate identification of the relative contribution of the targeted pathway to the malignancy prior to treatment. For example, EGFR overexpression is associated with poor prognosis of head and neck squamous cell carcinoma (HNSCC) leading to adoption of EGFR-targeted agents including cetuximab, a monoclonal antibody against EGFR, for clinical management [4-7]. Although many HNSCC patients benefit from cetuximab treatment, a majority of patients do not respond or eventually develop acquired resistance after the initial clinical response. Previous studies have implicated activation of epistatic signaling intermediaries downstream of EGFR activation in cetuximab resistance [8]. Thus, inference of aberrant pathway activity controlled by EGFR activation may shed light on molecular underpinnings of acquired cetuximab resistance in patients with HNSCC.

Gene expression profiles constitute an important tool to investigate and predict biochemical network activity in complex cellular systems such as human tumors. Standard class discovery techniques, such as hierarchical clustering [9] and singular value decomposition (SVD; [10]), can implicate gene expression activity common to subsets of samples. However, clustering algorithms are unable to account for the reuse of genes in diverse biological processes as is common in eukaryotic systems [11,12]. Moreover, algorithms such as SVD infer complex combinations of responses across all measured genes, without regard for the biochemical structure of cellular signaling networks. As a result, these inference techniques often obscure the relationship of the resulting genetic signatures to the specific cell signaling processes that are active in the measured system [13].

On the other hand, coordinated expression changes in a priori sets of downstream targets of pathway-activated transcription factors can implicate activity in specific signaling pathways [14-16]. These pathway-inference techniques predominately use statistical techniques that quantify the magnitude of class comparison statistics, notably t-statistics, in a priori gene sets relating to cell signaling relative to a background, null distribution (reviewed in [17]). Similar to clustering algorithms, co-regulation of individual genes by multiple pathways and transcription factors will bias these gene set-based analysis techniques [18]. Previous studies have shown that Markov chain Monte Carlo (MCMC) matrix factorization techniques, such as Bayesian Decomposition (BD; [11]) and Coordinated Gene Activity in Pattern Sets (CoGAPS; [19]), robustly infer gene expression patterns relating to transcription factor activity in cancers [13].

To generate pathway signatures for HNSCC that are well characterized at the molecular level, we use HaCaT keratinocytes and isogenic variants thereof. HaCaT cells are well characterized in reference to their biological and malignant properties [20-23]. Therefore, these HaCaT models provide a potential to identify oncogenic signatures related to signaling responses that are unencumbered by ‘background noise’ inherent to tumor tissues. The HaCaT cell lines have the further advantage as a model system because their genetic aberrations closely parallel early oncogenic events seen in HNSCC. Specifically, like HNSCC [24], the HaCaT lines represent a spontaneously immortalized aneuploid human keratinocyte cell line of monoclonal origin with increased telomerase activity [25], two mutant p53 alleles [26], and absence of p16^INK4a^ expression due to promoter hypermethylation [27].

Here we show that the MCMC matrix factorization algorithm CoGAPS infers gene expression patterns in HaCaT keratinocytes associated with modulation of the EGFR activity by forced expression, ligand stimulation, and pharmacological inhibition [28]. We relate these patterns directly to activity at the pathway level, in contrast to previous studies that have focused on transcription factor-level activity [13,29]. In addition, the CoGAPS inferred patterns predict molecular response to cetuximab treatment in an isogenic pair of HNSCC cell lines with varying cetuximab sensitivities.

## Results

### Compilation of protein-protein interaction data in the signaling pathways downstream of EGFR in HNSCC for pathway-level gene set inference

A number of molecular interactions triggered by EGFR activation have been characterized in HNSCC. Figure 1 summarizes the corresponding pathway diagram of canonical protein-protein interactions in EGFR signaling in HNSCC compiled from reviews by [30,31]. This diagram displays that many of the EGFR-dependent signaling events culminate in activation of distinct subsets of transcription factors (Additional file 1: Additional file 6: Table S 1). Although not directly downstream of EGFR, Addional file 6: Table S 1 also shows transcription factors activated by the Notch and TGF-β pathways. These pathways are included in our analyses because they intersect with EGFR-dependent signaling events and have previously been implicated in HNSCC biology [32-35]. The pathway-activated transcription factors and associated targets listed in Additional file 6: Table S 1 were used to infer specific pathway activity from Affymetrix microarray measurements of HNSCC using the gene set statistics from the CoGAPS algorithm (eqs. 2 and 3) and from linear models [36] as described in the methods section.

**Figure 1:**
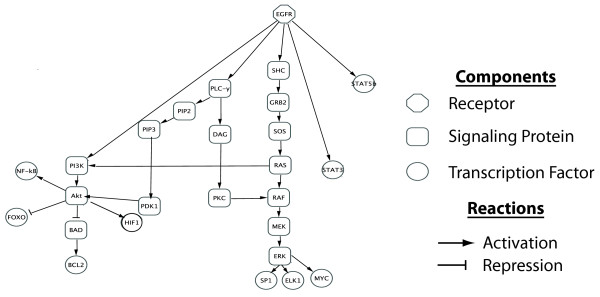
**EGFR signaling network in HNSCC.** Simplified diagram of the protein-protein interaction network downstream of EGFR in HNSCC adapted from [30,31].

### CoGAPS reveals transcriptional responses to EGFR pathway modulation in the isogenic HaCaT model system reflected in their gene expression changes

Isogenic HaCaT variants overexpressing either wild-type EGFR or the transcription factor NF-kappa-B p65 subunit (p65), or mutant HRAS have previously been described by [23,28,37,38]. In order to delineate specific targets resulting from activating these pathways, we measured gene expression patterns associated with increased expression of wild-type EGFR (HaCaT-EGFR^WT^) and p65 (HaCaT-p65^WT^) with and without serum and ligand stimulation (EGF and TNF-α, for 4 h or 8 h) and from constitutive activation of HRAS imparted by an activating mutation (HaCaT-HRAS^Val12D^) concurrently with the pathway modulation demonstrated in [28]. 

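The deposited data hold 58 arrays (Affymetrix U133 Plus 2.0) of RNA from 5 cell lines. HaCaT is an immortalized line of human keratinocytes. The other lines were derived from it and carry an empty vector (HaCaT-vector), wild-type EGFR (HaCaT-EGFR), RELA/p65 (HaCaT-p65) or the constitutively active HRAS (HaCaT-HRAS). In serum there were 3 arrays each of HaCaT, HaCaT-vector, HaCaT-HRAS and HaCaT-p65 and 5 of HaCaT-EGFR. Of serum-starved cells there were 7 arrays of HaCaT-EGFR, 4 of HaCaT-vector and 3 of HaCaT-p65. EGF at 10 ng/ml was given to HaCaT-EGFR for 4 h or 8 h (7 arrays) and to HaCaT-vector for 4 h (4 arrays), and TNF-α at the same dose to HaCaT-p65 for 4 h or 8 h (5 arrays) and to HaCaT-vector for 4 h (3 arrays). A further 8 arrays held inhibitors and were outside the factorization, which used 50 arrays. The arrays were processed on 6 dates. The serum arrays of HaCaT, HaCaT-vector, HaCaT-HRAS and HaCaT-p65 share 1 date with 3 of the HaCaT-EGFR serum arrays. The authors normalized the arrays with fRMA to log2 values and removed a date effect estimated by limma. A refit of condition and date to the deposited values left date coefficients of at most 1.2e-08. For each of 19775 genes, limma was fitted again with 18 conditions and 6 dates at 35 residual degrees of freedom. Changes are log2 differences with a standard error (SE), and p-values were adjusted by Benjamini-Hochberg over all genes, with a threshold of 0.05. Lists of genes were compared with all other genes by camera at a preset correlation of 0.01, and again with an estimated correlation, adjusted over 21 lists. Mapping, comparisons, gene lists and a rule for naming genes were set before the data were examined, and pathway targets named outside that rule were chosen after their values were seen. No text states that the replicates are separate cultures, so each p-value measures only the spread between these arrays. A single array of HaCaT-p65 is coded as TNF-α treated and described once as a control, and it was kept with the TNF-α arrays. The study's sample sheet describes it as 4 h control number 3. That sheet describes TNF-α replicate 3, another array, as 4 h TNF-α stimulation number 3. The number of arrays limits the precision.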

Table 1 further summarizes the experimental design for these gene expression data.

**Table 1:** HaCaT experimental design

**Over-expression**	**Media**	**Treatment**	**Replicates**
none	serum	none	3
vector	serum	none	3
vector	none	none	4
vector	EGF	none	4
vector	TNF	none	3
HRAS^Val12D^	serum	none	3
p65^WT^	serum	none	3
p65^WT^	none	none	3
p65^WT^	TNF	none	5
EGFR^WT^	serum	none	5
EGFR^WT^	none	none	7
EGFR^WT^	EGF	none	7

Summary of the experimental conditions in the HaCaT cell line expression experiments, provided in further detail in Supplemental File 5.

CoGAPS infers the relative presence of patterns in gene expression (columns of the matrix **A**) across samples measured (rows of **P**) from a matrix of microarray data **D** with N genes (rows) and M samples (columns). Specifically, it uses the MCMC algorithm described in the Methods section to find the optimal, sparse non-negative matrices **A** and **P** according to the equation

(1) $$D\sim N\left(AP,\Sigma \right)$$

where N represents the normal distribution on each element of the matrix multiplication **AP** and the i^th^ row and j^th^ column of the matrix **Σ** is the standard deviation of gene expression for the i^th^ gene and j^th^ sample. The resulting signals that are common to subsets of the samples are summarized in the rows of the pattern matrix **P**, with related gene expression patterns in the corresponding columns of **A**. In contrast to standard techniques class-comparison algorithms that strictly infer differential expression between sets of samples, the CoGAPS analysis infers predominant signals from the gene expression data in an unsupervised analysis. As a result, CoGAPS can capture degrees of gene expression activity that are common to various sample classes. A further advantage of CoGAPS over standard class-comparison or clustering algorithms is its ability to infer activity in subsets of genes concurrently affected by the diverse biological processes in each sample type [12,19,29].

When decomposing the data from the HaCaT model system according to eq. 1, CoGAPS infers six patterns. These patterns are robust in that they are conserved across three separate simulations of the CoGAPS algorithm (Additional file 1: Figure S 1). Therefore, all subsequent analyses are performed for the average patterns inferred from these simulations. 

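The pattern highest in HaCaT-HRAS gave its largest weights, as the mean divided by its standard deviation, to ID4 (209291_at), an inhibitor of basic helix-loop-helix factors, at 10.9, to SOX2 (228038_at), a factor of stem cells, at 9.67 and to the angiotensin receptor AGTR1 (205357_s_at) at 9.62. ID4 weighed more in the patterns highest in HaCaT-vector (18.9) and HaCaT-EGFR (13.1). PTGS2 (1554997_a_at), the inducible cyclooxygenase of prostaglandin synthesis, led the patterns highest in HaCaT-vector (23.4) and HaCaT-EGFR (29.9). It also led the pattern named for HaCaT-p65 (16.8), in which HaCaT-HRAS arrays took part as well. LEF1 (221558_s_at), a transcription factor of the Wnt pathway, followed in the HaCaT-EGFR pattern at 21.3, and CYP24A1 (206504_at), which inactivates vitamin D, in the HaCaT-p65 pattern at 11.7. A further pattern was highest in serum arrays. A baseline pattern covered every array. A sparse non-negative Gibbs sampler, written for the re-analysis, took the place of CoGAPS. It was run 3 times with 6 patterns on 795 target genes in 50 arrays, and weights are means over the 3 simulations.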

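Gene weights of the HaCaT-HRAS pattern correlated at r = 0.998 across 795 genes between simulations 1 and 3 and at 0.85 between simulations 1 and 2. For the HaCaT-vector pattern the values were 0.922 and 0.854, for HaCaT-EGFR 0.876 and 0.753, and for HaCaT-p65 0.947 and 0.476. For the baseline pattern they were 0.99 and 0.0277, and for the serum pattern 0.998 and -0.13. In simulation 1 the serum pattern took a mean value of 0.134 in HaCaT in serum, 0.105 in HaCaT-vector and 0.0884 in HaCaT-p65. Simulation 3 gave 0.136, 0.104 and 0.0876 for the same lines. Simulation 2 instead held a second flat pattern in its place, with means of 0.0198 to 0.0202 in every condition. Genes are not independent replicates, so these correlations carry no p-value. The χ² of the fits was 7479, 7785 and 7491 for simulations 1 to 3. When each simulation kept the start with the lowest χ² of 5 starts, an alternative chosen after seeing the data, χ² was 7453, 7401 and 7409, and gene weights of simulations 1 and 2 correlated at 0.959 for the baseline pattern and 0.723 for the serum pattern.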

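The pattern named for HaCaT-HRAS averaged 0.333 ± 0.00557 (SD, n = 3) in HaCaT-HRAS, and the highest of the other arrays reached 7.72e-05. These 3 arrays held 99.9% of that pattern. HaCaT-EGFR arrays held 91.6% of the pattern named for them (n = 19), with a lowest value of 0.0429 against 0.0255 in the highest array of another line. HaCaT-vector arrays held 82.7% of theirs (n = 14), but their lowest value, 0.0259, lay under the 0.0277 of an array of another line. HaCaT-p65 arrays held 60.6% of the pattern named for them (n = 11), since HaCaT-HRAS in serum (0.058 ± 0.0021, SD, n = 3), HaCaT-vector in serum (0.0359 ± 0.00465, SD, n = 3) and HaCaT in serum (0.035 ± 0.0222, SD, n = 3) took part in it beside HaCaT-p65 in serum (0.0553 ± 0.00419, SD, n = 3). The HaCaT-HRAS part of the HaCaT-p65 pattern came from simulations 1 (0.0862) and 3 (0.0877), with 2.26e-05 in simulation 2. The 17 serum arrays held 77.8% of the serum pattern. With the lowest χ² of 5 starts, chosen after seeing the data, the shares were 99.9% for HaCaT-HRAS, 98.3% for HaCaT-EGFR, 90.2% for HaCaT-vector, 97.5% for HaCaT-p65 and 99.8% for serum.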

Although the CoGAPS analysis is unsupervised, the six inferred patterns plotted in Figure 2 separate samples based on the experimental conditions summarized in Table 1. Specifically, CoGAPS infers patterns that relate to the molecular changes introduced in the isogenic HaCaT model system; *EGFR*^*WT*^, *p65*^*WT*^, *HRAS*^*Val12D*^ and empty vector control. Likewise, CoGAPS infers an additional pattern that reflects pathway activity resulting from the exposure of cell lines to fetal calf serum. 

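The probe set of HRAS (212983_at), the introduced GTPase, read 9.98 ± 0.0908 (SD, n = 3) in HaCaT-HRAS and 7.57 ± 0.0949 (SD, n = 3) in HaCaT-vector, on the log2 scale and in serum. The change was 2.41 (SE 0.0951, adjusted p = 1.51e-22) from limma. Of 9 probe sets of EGFR, the receptor of EGF, 2 rose in HaCaT-EGFR over HaCaT-vector. 210984_x_at read 7.04 ± 0.143 (SD, n = 5) against 6.04 ± 0.3 (SD, n = 3), a change of 1.00 (SE 0.181, adjusted p = 0.000182), and 211607_x_at rose by 0.98 (SE 0.17, adjusted p = 0.000111). The other 7 did not pass limma's test, among them 201983_s_at at 0.019, 224999_at at -0.015 and 201984_s_at at -0.42. RELA, which encodes the p65 subunit of NF-κB, did not pass in HaCaT-p65 on either probe set. 201783_s_at read 10.24 ± 0.156 (SD, n = 3) against 9.97 ± 0.0463 (SD, n = 3), a change of 0.27 (adjusted p = 0.379, limma), and 209878_s_at changed by 0.40 (adjusted p = 0.528, limma). In HaCaT-HRAS, 5 EGFR probe sets fell, by log2 changes from -0.67 to -0.84. From the inferred patterns, the paper states that they relate to the genes introduced into each line.

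**Figure D1:**
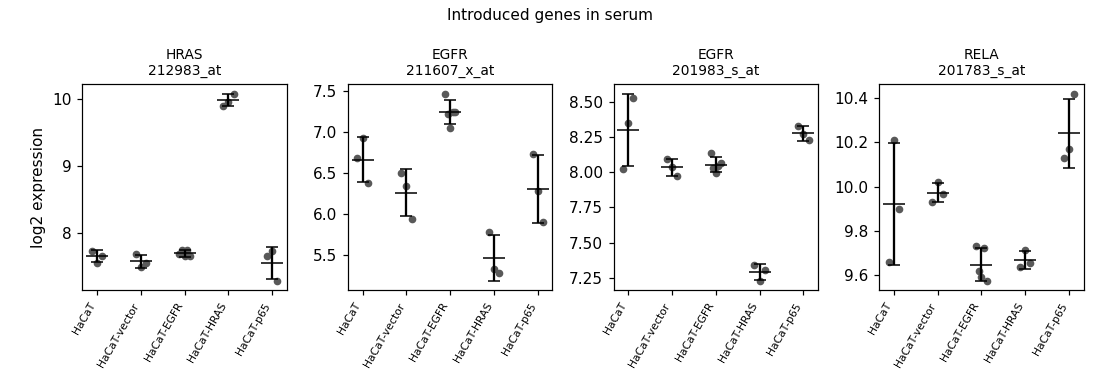
Log2 values of the probe sets of the introduced genes in the serum arrays of the 5 cell lines. Points are arrays and bars are the mean ± SD, with 3 arrays per line and 5 for HaCaT-EGFR. HRAS (212983_at) stands at 9.98 in HaCaT-HRAS, whereas RELA (201783_s_at) in HaCaT-p65 lies 0.27 above HaCaT-vector.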

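In HaCaT-HRAS over HaCaT-vector in serum, the collagenase MMP1 (204475_at) rose from 4.23 ± 0.266 to 12.13 ± 0.163 on the log2 scale (SD, n = 3 each), a change of 7.89 (SE 0.491, adjusted p = 2.88e-16). C16orf54, a membrane protein, rose by 6.69 (SE 0.24, adjusted p = 1.33e-23), and NPNT, an adhesion protein of the basement membrane, fell by 5.16 (SE 0.391, adjusted p = 1.01e-13). 12 of the 26 NF-κB targets rose, none fell and 14 did not pass the test (14 rose and 2 fell adjusted over the list alone), led by the chemokine CCL20 at 2.88 (SE 0.328), complement C3 at 2.66 (SE 0.25) and CXCL3 at 2.01 (SE 0.295). 8 of the 23 genes induced by MAP kinase rose, 2 fell and 13 did not pass the test (10 rose and 3 fell adjusted over the list alone), among them the phosphatase DUSP4 at 2.67 (SE 0.242), the cytokine LIF at 2.31 (SE 0.236) and the early-response factor EGR3 at 2.17 (SE 0.474). Keratinocyte genes moved both ways: 6 of the 25 differentiation genes rose, 3 fell and 16 did not pass the test (6 rose and 3 fell adjusted over the list alone). The calprotectin subunits S100A8 and S100A9 rose by 3.39 (SE 0.753) and 3.15 (SE 0.325), the elastase inhibitor PI3 rose by 3.26 (SE 0.453), and filaggrin (FLG) changed by -2.75 (SE 0.359). None of the 13 junction genes rose, 3 fell and 10 did not pass the test (none rose and 3 fell adjusted over the list alone), namely DSP of the desmosome at -1.06 (SE 0.131), TJP1 of the tight junction at -0.54 (SE 0.119) and PERP at -0.54 (SE 0.125). In camera the NF-κB list stood at adjusted p = 9.14e-05 with the preset correlation and adjusted p = 0.503 with an estimated correlation, and the MAP kinase list at adjusted p = 0.0045 with the preset and adjusted p = 0.503 with an estimated correlation. HaCaT-vector itself differed from HaCaT in serum in MMP1 (-4.42), C16orf54 (-1.08) and NPNT (2.13), and the mean of MMP1 in HaCaT was 8.65. In total 3599 genes passed limma's test, 1892 higher and 1707 lower.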

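In HaCaT-p65 over HaCaT-vector in serum, lumican (LUM, 201744_s_at), a proteoglycan of the collagen matrix, rose from 4.66 ± 0.327 to 10.03 ± 0.068 on the log2 scale (SD, n = 3 each), a change of 5.37 (SE 0.589, adjusted p = 1.36e-08). ASS1, an enzyme of arginine synthesis, changed by -4.86 (SE 0.529, adjusted p = 1.2e-08). 14 of the 26 NF-κB targets rose, 1 fell and 11 did not pass the test (17 rose and 1 fell adjusted over the list alone), and camera gave adjusted p = 1.51e-14 with the preset correlation and adjusted p = 0.0434 with an estimated correlation. The chemokines CCL2 and CCL20 rose by 3.25 (SE 0.522) and 2.66 (SE 0.328), and TNF itself by 2.38 (SE 0.266). Among secreted proteases, 3 of the 9 members rose, none fell and 6 did not pass the test (4 rose and none fell adjusted over the list alone), with MMP1 at 3.35 (SE 0.491), the urokinase PLAU at 2.07 (SE 0.278) and MMP10 at 1.97 (SE 0.454). HaCaT-vector itself differed from HaCaT in serum in several of these genes, with MMP1 at -4.42, MMP10 at -2.86, LUM at -3.23 and ASS1 at 3.30, and the mean of MMP1 was 7.59 in HaCaT-p65 against 8.65 in HaCaT. As for the EGFR ligands, 3 of the 5 members rose, none fell and 2 did not pass the test (3 rose and none fell adjusted over the list alone), TGFA by 1.00 (SE 0.155), EREG by 0.94 (SE 0.202) and HBEGF by 0.94 (SE 0.292). HBEGF did not pass when any single array of the 6 was left out, at log2 changes of 0.78 to 1.03. None of the 25 differentiation genes rose, 5 fell and 20 did not pass the test (none rose and 7 fell adjusted over the list alone), the cornified envelope proteins IVL and SPRR3 changing by -3.08 (SE 0.575) and -2.16 (SE 0.251). Interferon-stimulated genes were led by XAF1 at 2.02 (SE 0.42), and 7 of the 19 members rose, 1 fell and 11 did not pass the test (9 rose and 1 fell adjusted over the list alone). Without HaCaT-p65 serum replicate 2, 5 of these interferon genes rose and none fell, and without replicate 3, 3 rose and 1 fell. The protease list passed in camera (adjusted p = 0.0434 with an estimated correlation), whereas the interferon list, at adjusted p = 9.51e-05 with the preset value, had adjusted p = 0.589 with an estimated correlation. In total 1420 genes passed limma's test, 789 higher and 631 lower.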

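In HaCaT-EGFR over HaCaT-vector in serum, DAPK1 (203139_at), a kinase of cell death, fell from 10.24 ± 0.222 (SD, n = 3) to 4.97 ± 0.242 (SD, n = 5) on the log2 scale, a change of -5.27 (SE 0.367, adjusted p = 7.48e-14). The zinc finger gene ZNF677 rose by 3.84 (SE 0.49, adjusted p = 2.84e-07) and RGS4, a regulator of G-protein signaling, by 3.60 (SE 0.364, adjusted p = 1.42e-09). Within the date that holds arrays of both lines, DAPK1 changed by -5.27 and ZNF677 by 3.84. These values equal those of the fit, since every HaCaT-vector serum array is from that date, so they are not a separate check. Of the genes of the amino acid and ER stress response, none of the 11 members rose, 4 fell and 7 did not pass the test (1 rose and 6 fell adjusted over the list alone). Its members ASNS, the asparagine synthetase, and ATF4, the factor that drives the response, changed by -1.57 (SE 0.304) and -1.28 (SE 0.128). Camera gave that list adjusted p = 7.27e-06 with the preset correlation and adjusted p = 0.351 with an estimated correlation. Among interferon-stimulated genes, 3 of the 19 members rose, none fell and 16 did not pass the test (3 rose and none fell adjusted over the list alone), with IFI44 at 1.57 (SE 0.383) and RSAD2 at 1.40 (SE 0.286). That list had adjusted p = 0.00586 with the preset correlation and adjusted p = 0.841 with an estimated correlation in camera. 4 of the 23 genes induced by MAP kinase rose, none fell and 19 did not pass the test (4 rose and none fell adjusted over the list alone), LIF by 1.27 (SE 0.236). The count of MAP kinase genes was 1 without HaCaT-EGFR serum replicate 2 and 1 without HaCaT-vector serum replicate 1. HaCaT-vector itself differed from HaCaT in serum in DAPK1 (1.51) and RGS4 (-1.60). In total 1556 genes passed limma's test, 785 higher and 771 lower. Without the date term 2438 passed, in a fit that does not count the dates already removed.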

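HaCaT-vector itself differed from HaCaT in serum. The largest rise was that of ASS1, followed by the collagen COL4A4 at 3.05 (SE 0.358, adjusted p = 2.27e-07). The fatty acid transporter SLC27A6 (219932_at) rose from 4.37 ± 0.718 to 7.29 ± 0.28 on the log2 scale (SD, n = 3 each), a change of 2.92 (SE 0.207, adjusted p = 5.51e-13), and the globin gene HBE1 rose by 2.88 (SE 0.238, adjusted p = 2.69e-11). MMP1 changed by -4.42 (SE 0.491, adjusted p = 7.16e-08) and the protease inhibitor SERPINB3 by -3.56 (SE 0.44, adjusted p = 7.14e-07). Of the secreted proteases, none of the 9 members rose, 2 fell and 7 did not pass the test (none rose and 4 fell adjusted over the list alone), and camera gave adjusted p = 2.6e-05 with the preset correlation and adjusted p = 0.02 with an estimated correlation. In total 568 genes passed limma's test, 244 higher and 324 lower, 336 passed when HaCaT-vector serum replicate 3 was left out, and 25 in a fit to the arrays of both groups alone.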

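In HaCaT-EGFR, the scaffold protein AKAP12 (210517_s_at) rose from 8.67 ± 0.338 (SD, n = 7) in starved cells to 10.82 ± 0.159 (SD, n = 5) in serum on the log2 scale, a date-adjusted change of 2.15 (SE 0.302, adjusted p = 3.05e-05). The neutrophil chemokine CXCL8 rose by 1.98 (SE 0.323, adjusted p = 0.000277) and the urokinase receptor PLAUR by 1.80 (SE 0.205, adjusted p = 4.89e-07). FBXO32, a ubiquitin ligase induced by FOXO factors, changed by -2.42 (SE 0.351, adjusted p = 4.49e-05), and the glucocorticoid-induced TSC22D3 by -2.35 (SE 0.35). Of the genes of cholesterol synthesis, none of the 13 members rose, 6 fell and 7 did not pass the test (none rose and 11 fell adjusted over the list alone), and of the FOXO-induced genes, none of the 11 members rose, 4 fell and 7 did not pass the test (none rose and 7 fell adjusted over the list alone). 7 of the 23 genes induced by MAP kinase rose, 1 fell and 15 did not pass the test (10 rose and 1 fell adjusted over the list alone). Camera gave the 3 lists adjusted p = 4.83e-09, 6.11e-06 and 2.31e-08, but adjusted p = 0.0776 for the first pair and adjusted p = 0.155 for the last with an estimated correlation. Both conditions share only 1 date, with 2 serum and 3 starved arrays. The labels give these 2 serum arrays times of 4 h and 8 h and the study's sample sheet describes them as stimulated with serum, unlike the other 3. Within that date AKAP12 changed by 2.04, CXCL8 by 2.13, and the means of the lists by -0.50, -0.56 and 0.46. The counts rest on few arrays. Without serum replicate 4, 1 cholesterol gene and no FOXO gene fell and 1 MAP kinase gene rose. Without serum replicate 5, 1 cholesterol gene fell, and 4 MAP kinase genes rose with none falling. Without starved replicate 5, 2 cholesterol genes and 1 FOXO gene fell and 4 MAP kinase genes rose. The 3' minus 5' signal of GAPDH, a sign of RNA degradation, was high in starved replicates 1 (0.775) and 7 (1.19), against a limit of 0.553. In total 643 genes passed limma's test, 249 higher and 394 lower, and 383 passed without starved replicate 5, 37 without serum replicate 4, and 588 without the arrays of high GAPDH signal. The count was 18 in a fit to the arrays of both groups alone and 1283 with a replicate block in place of date. It was 4852 without the date term, in a fit that does not count the dates already removed. The pattern of the serum arrays took values of 0.0968 ± 0.00841 in HaCaT, 0.0763 ± 0.00488 in HaCaT-vector and 0.0654 ± 0.0097 in HaCaT-p65 (SD, n = 3 each), and 0.00857 ± 0.00392 (SD, n = 5) in HaCaT-EGFR, against 0.00663 ± 7.93e-05 (SD, n = 7) in starved HaCaT-EGFR. HaCaT-HRAS in serum averaged 0.0067 ± 6.45e-05 (SD, n = 3). This value and that of starved HaCaT-EGFR come from the flat pattern of simulation 2 (0.0201 and 0.0199), with 8.68e-06 and 4.96e-06 in simulation 1. With the lowest χ² of 5 starts, chosen after seeing the data, HaCaT-HRAS in serum stood at 0.0845 ± 0.00223 (SD, n = 3) and starved HaCaT-EGFR at 2.12e-06 ± 1.64e-06 (SD, n = 7).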

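The pattern highest in HaCaT-vector weighted BMP7, a ligand of the TGF-β family, at 13.6 and ASS1, an enzyme of arginine synthesis, at 13.4. In serum-starved HaCaT-vector the pattern averaged 0.068 ± 0.00156 (SD, n = 4). In serum-starved HaCaT-EGFR it averaged 0.00215 ± 0.00445 (SD, n = 7), against 4.3e-06 ± 9.84e-06 (SD, n = 7) with EGF (exact permutation test, two-sided p = 0.0216). Probe sets were chosen partly by their p for EGF in the same arrays, so this p may be too small. Of the 7 starved arrays, 4 lay above every EGF array. The mean rested on starved replicate 1, without which the difference of 0.00215 became 0.000488 (exact permutation test, two-sided p = 0.0431). That array was above the limit of the GAPDH 3' minus 5' signal (0.775 against 0.553). The two-sided p was 0.074 with 7 patterns and 0.0723 with genes ranging over 2 log2 units, in exact permutation tests. On dates 2, 3 and 6 the difference was 0.00608, 7.69e-06 and 0.000952. In serum-starved HaCaT-p65 the same pattern averaged 0.0208 ± 0.00595 (SD, n = 3), against 0.0157 ± 0.00434 (SD, n = 5) with TNF-α, a difference that did not pass 0.05 (exact permutation test, two-sided p = 0.25). It was 0.00377 on date 2 and 0.0106 on date 3. Leaving out single arrays moved the difference of 0.00513 to values from 0.0017 (starved replicate 3 of HaCaT-p65) to 0.00705. The level itself varied between simulations. In starved HaCaT-p65 it was 0.0274, 0.00847 and 0.0266 in simulations 1 to 3, against 0.0228, 0.00245 and 0.0218 with TNF-α. With the lowest χ² of 5 starts, chosen after seeing the data, it was 0.0076 against 0.00165.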

When serum starved, both HaCaT-EGFR^WT^ and HaCaT-p65^WT^ show weak upregulation in the pattern associated with the control HaCaT-vector (Figure 2c; one sided p-value of 0.001 for HaCaT-EGFR^WT^ and 0.013 for HaCaT-p65^WT^). Moreover, incorporating the EGF ligand in the media for HaCaT-EGFR^WT^ (Figure 2d) and the TNF-α ligand for HaCaT-p65^WT^ (Figure 2f) moderately increases the association of both cell lines to their respective patterns over their serum starved counterparts (one-sided p-value of 0.002 for HaCaT-EGFR^WT^ and 0.065 for HaCaT-p65^WT^).

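In HaCaT-EGFR, EGF raised the stromelysin MMP10 (205680_at) from 4.78 ± 0.258 to 7.24 ± 0.426 on the log2 scale (SD, n = 7 each), a change of 2.46 (SE 0.297, adjusted p = 5.06e-07), and the collagenase MMP1 by 2.28 (SE 0.322, adjusted p = 7.71e-06). AKAP12 rose by 2.13 (SE 0.188, adjusted p = 1.15e-09). On dates 2, 3 and 6, MMP10 rose by 3.21, 2.15 and 2.18 and AKAP12 by 2.47, 2.11 and 1.91. 18 of the 23 genes induced by MAP kinase rose, 1 fell and 4 did not pass the test (19 rose and 1 fell adjusted over the list alone), among them FOSL1 at 1.43 (SE 0.204), DUSP4 at 1.33 (SE 0.158) and EGR3 at 1.23 (SE 0.311). Their mean change on the 3 dates was 0.61, 0.70 and 0.54, and camera gave adjusted p = 8.46e-21 with the preset correlation and adjusted p = 0.00947 with an estimated correlation. Among the EGFR ligands, 3 of the 5 members rose, none fell and 2 did not pass the test (3 rose and none fell adjusted over the list alone), TGFA by 0.94 (SE 0.101), EREG by 0.88 (SE 0.132) and HBEGF by 0.81 (SE 0.191), with adjusted p = 0.047 for the list with an estimated correlation. Of secreted proteases, 3 of the 9 members rose, none fell and 6 did not pass the test (5 rose and none fell adjusted over the list alone). 2 of the 11 hypoxia genes rose, none fell and 9 did not pass the test (2 rose and none fell adjusted over the list alone), the lipase inhibitor ANGPTL4 by 1.25 (SE 0.149) and VEGFA by 0.76 (SE 0.107). None of the 11 FOXO-induced genes rose, 6 fell and 5 did not pass the test (1 rose and 7 fell adjusted over the list alone), and the list had adjusted p = 0.000258 with the preset correlation and adjusted p = 0.102 with an estimated correlation. KLHL24, a ubiquitin ligase adaptor of that list, changed by -0.58 (SE 0.146, adjusted p = 0.00819). In total 1741 genes passed limma's test, 767 higher and 974 lower, and 841 passed in a fit to the arrays of both groups alone. GAPDH 3' minus 5' signal was above its limit in EGF replicate 4 (0.731) and in starved replicates 1 and 7. Without the arrays above that limit 1207 genes passed, 1004 of them shared with the test on all arrays, and 16 MAP kinase genes rose and 3 FOXO genes fell. The pattern highest in HaCaT-EGFR averaged 0.0499 ± 0.0014 with EGF and 0.0475 ± 0.00241 without it (SD, n = 7 each; exact permutation test, one-sided p = 0.021, two-sided p = 0.042). The probe sets of its genes were chosen partly by their p for EGF in these arrays, so this p may be too small. In exact permutation tests the one-sided p was 0.0131 with 5 patterns, 0.00175 with 7 and 0.00816 with matching by symbol alone. With the lowest χ² of 5 starts, chosen after seeing the data, it was 0.0178. The direction turned at a standard deviation of 0.05 of each value, with a difference of -0.00118 (exact permutation test, p = 0.0956), and with genes ranging over 2 log2 units the difference was 0.00079 (exact permutation test, p = 0.448). It was 0.00213, 0.00177 and 0.00293 on dates 2, 3 and 6 in the reported fit. It missed a two-sided 0.05 without EGF replicate 1 (p = 0.0594), 4 (0.0723), 5 (0.0769), 6 (0.0758) or 7 (0.0594), and without starved replicate 1 (0.0839), 3 (0.0641), 4 (0.0629), 5 (0.0839) or 7 (0.0571), in exact permutation tests.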

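In HaCaT-p65, TNF-α raised the NF-κB inhibitor TNFAIP3 (202644_s_at) from 9.67 ± 0.223 (SD, n = 3) to 11.17 ± 0.461 (SD, n = 5) on the log2 scale, a change of 1.51 (SE 0.244, adjusted p = 0.000616). The signaling kinase IRAK2 rose by 1.95 (SE 0.332, adjusted p = 0.00131), lymphotoxin beta (LTB) by 1.85 (SE 0.297, adjusted p = 0.000589) and the urokinase PLAU by 1.58 (SE 0.253, adjusted p = 0.000589). On dates 2 and 3, TNFAIP3 rose by 1.71 and 1.47, and the mean of the NF-κB targets by 0.83 and 0.92. 13 of the 26 NF-κB targets rose, none fell and 13 did not pass the test (21 rose and none fell adjusted over the list alone), at a median log2 change of 0.86, and camera gave adjusted p = 7.9e-26 with the preset correlation and adjusted p = 0.00479 with an estimated correlation. The count of risen NF-κB targets was 5 without starved replicate 1, 4 without starved replicate 3, 5 without TNF-α replicate 1 and 7 without TNF-α replicate 2. GAPDH 3' minus 5' signal exceeded its limit in TNF-α replicates 1 (1.69), 2 (0.913) and 4 (0.616) and starved replicate 3 (0.569). Without the arrays above the limit, TNF-α replicates 3 and 5 and starved replicates 1 and 2 were left, no date held both, and the NF-κB targets had a median of 0.149 with none passing. In total 402 genes passed limma's test, 138 higher and 264 lower. That total became 23 without starved replicate 1, 261 without starved replicate 2, 57, 118, 988 and 754 without TNF-α replicates 1, 2, 4 and 5, and 6 without the arrays above the GAPDH limit. None passed in a fit to the arrays of the groups compared alone (2323 at an unadjusted p under 0.05), and 199 did with arrays centred on their medians. Of 56 splits of these arrays 6 called as many genes, the highest other split 1958, so chance cannot be excluded for the count. TNF-α replicate 5 is the array described once as a control. The pattern named for HaCaT-p65 averaged 0.0586 ± 0.00693 (SD, n = 5) with TNF-α and 0.0491 ± 0.0109 (SD, n = 3) without it, a difference that did not pass 0.05 (exact permutation test, one-sided p = 0.107), with 4 of the 5 TNF-α arrays above every starved array. The probe sets were chosen partly by their p for TNF-α in these arrays, which leans toward a difference. The one-sided p was 0.0357 at a standard deviation of 0.05 and 0.0286 without TNF-α replicate 4, in exact permutation tests. By the same test it was 0.0714 with 5 patterns and 0.196 with 7. It was 0.143 with genes ranging over 2 log2 units and 0.125 with matching by symbol alone. With the lowest χ² of 5 starts, chosen after seeing the data, it was 0.179. The difference was 0.00379 on date 2 and 0.0217 on date 3, which holds a single starved array. Leaving out single arrays gave values from 0.00342, without that array, to 0.0137.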

**Figure 2:**
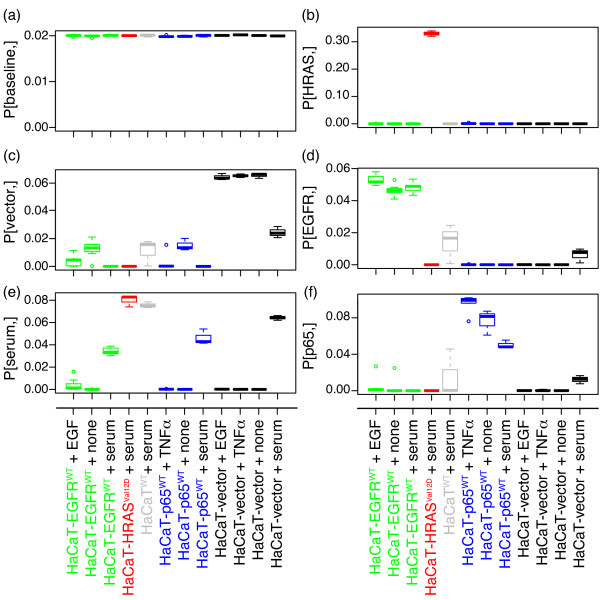
**CoGAPS inferred gene expression patterns.** Box plot of six gene expression patterns inferred from the HaCaT gene expression data for samples in Table 1. Plotted values are normalized to sum to one across all samples and are averaged across three applications of the CoGAPS algorithm. All results for HaCaT-EGFR^WT^ are colored in green, HaCaT-HRAS^Val12D^ in red, HaCaT-EGFR^WT^ in grey, HaCaT-p65^WT^ in blue, and HaCaT-vector in black. The y-axis is labeled according to the row of the inferred **P** matrix plotted in each panel. Specifically, (a) contains the pattern attributed to the baseline HaCaT activity, (b) attributed to HaCaT-HRAS^Val12D^, (c) HaCaT-vector control, (d) HaCaT-EGFR^WT^, (e) serum, and (f) HaCaT-p65^WT^.

In accordance with eq. 1, the inferred patterns from the rows of **P** can be linked to signatures of gene expression in the columns of the amplitude matrix **A** to implicate relative gene expression in subsets of samples. We apply the *Z*-score gene-set statistic of [13] (eqs. 2 and 3 of the Methods section) to infer pattern-specific pathway activation (repression) from over- (under-) representation of large magnitude elements in the A matrix for genes that are targets of transcription factors. Whereas [13] limited application of this statistic to targets of transcription factors, Figure 3 displays estimates of activation and repression of pathways and Additional file 2: Figure S 2 the statistics for component transcription factors (listed in Additional file 1: Table S 1) estimated with eq. 3 for the HaCaT data. Therefore, in this application a pathway is inferred to be either up or down regulated if its targets have a correspondingly larger or smaller *Z*-score in elements of the **A** matrix relative to a random selection of genes. By basing this statistic on the relative standard-deviation adjusted magnitude in elements of **A**, CoGAPS directly infers pathway activity that is active in each pattern inferred (row of **P**). Therefore, CoGAPS provides a direct implication of relative pathway activity in samples in contrast to the inference limited to differential pathway activity in gene set statistics in standard class-comparison algorithms. 

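RAS targets were weighted upward in the pattern highest in HaCaT-HRAS in each simulation, with a pathway statistic of 0.923 (range 0.912 to 0.933). It was 0.396 with genes ranging over 2 log2 units and 0.631 to 0.892 in the other alternatives. The statistic places the mean weight of a pathway's targets among 10000 random gene sets of the same size and runs from -1 to 1. AKT targets in the pattern highest in HaCaT-vector stood at 0.416 (range -0.0114 to 0.675), and STAT targets in the pattern named for HaCaT-p65 at -0.847 (range -0.909 to -0.749). The former turned to -0.0185 with 5 patterns and -0.0703 with genes ranging over 2 log2 units. Of 30 statistics over 6 patterns and 5 pathways, 14 were above 0 in all 3 simulations, 10 were below 0 in all 3, and 6 fell on either side of 0. The targets came from the study's supplementary lists and numbered 51 for STAT, 286 for RAS, 96 for AKT, 18 for TGFB and 7 for NOTCH. RAS and AKT shared 38. The introduced genes HRAS, EGFR and RELA are themselves in the RAS list, and EGFR is also in the AKT list. After adjustment over the 30 statistics none passed, the lowest adjusted p being 0.83.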

Similar to the inferred patterns, these pathway and transcription factor level statistics are robust across CoGAPS simulations (Figure 3 and S 3).

**Figure 3:**
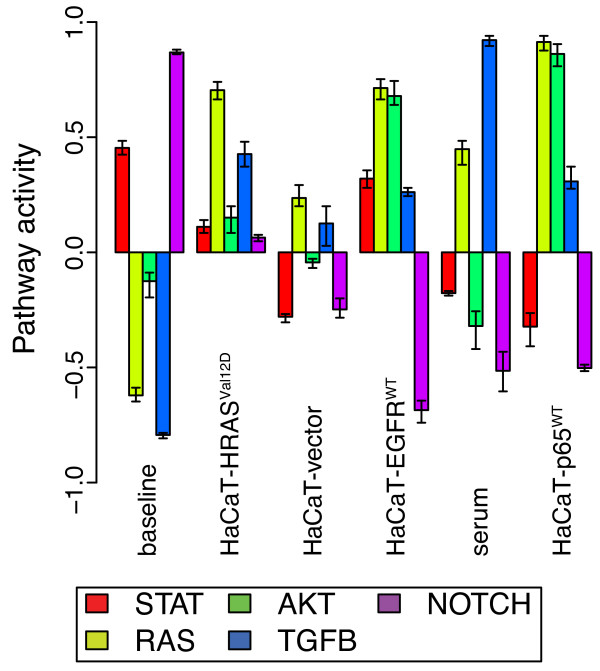
**HaCaT expression CoGAPS gene set statistics.** Gene set statistics for pathway activity of the HaCaT expression data calculated from eq. 3 averaged across three CoGAPS simulations. Error bars indicate minimum and maximum values of the pathway activity statistic in each of the three CoGAPS simulations. Bars are grouped and labeled according to the dominant experimental condition to which inferred CoGAPS patterns correspond. Within each block, statistics are provided for the STAT, RAS, AKT, TGFB, and Notch pathways (left to right) colored according to the figure legend.

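In HaCaT-HRAS over HaCaT-vector in serum, 45 of the 286 RAS targets rose, 34 fell and 207 did not pass the test (50 rose and 37 fell adjusted over the list alone). The largest changes, chosen after their values were seen, were rises of AGTR1, an angiotensin receptor, by 4.72 (SE 0.175, adjusted p = 2.14e-23), the homeobox factor HHEX by 4.51 (SE 0.242, adjusted p = 3.47e-18) and the plasminogen activator PLAT by 3.89 (SE 0.324, adjusted p = 1.56e-12) on the log2 scale. In HaCaT-EGFR, 14 of the 286 RAS targets rose, 23 fell and 249 did not pass the test (14 rose and 23 fell adjusted over the list alone), with LEF1 at 3.20 (SE 0.386), ID4 at -2.95 (SE 0.317) and adenosine deaminase (ADA) at 2.07 (SE 0.194). Without HaCaT-vector serum replicate 2, 9 rose and 15 fell. Of the STAT targets, 2 of the 51 members rose, 1 fell and 48 did not pass the test (2 rose and 1 fell adjusted over the list alone): the receptor CD40 rose by 1.20 (SE 0.15), vimentin (VIM) rose by 0.91 (SE 0.273) and MMP2 changed by -0.55 (SE 0.139). VIM did not pass without any single array of HaCaT-vector or without HaCaT-EGFR serum replicate 1 or 3 (log2 changes of 0.79 to 0.97), and MMP2 did not pass without HaCaT-EGFR serum replicate 2 (-0.49). Of the AKT targets, 5 of the 96 members rose, 6 fell and 85 did not pass the test (5 rose and 6 fell adjusted over the list alone) in HaCaT-EGFR, and 2 rose and 3 fell without HaCaT-EGFR serum replicate 2. In HaCaT-p65, 10 of the 96 AKT targets rose, 8 fell and 78 did not pass the test (15 rose and 9 fell adjusted over the list alone), with fibronectin (FN1) at 1.76 (SE 0.287), the receptor TLR2 at -1.76 (SE 0.226) and TNFAIP3 at 1.54 (SE 0.268). These genes too were chosen after their values were seen. The AKT list holds NF-κB targets such as CXCL3, TNF and TNFAIP3. A rise of its members in HaCaT-p65, which carries an NF-κB subunit, therefore cannot show AKT activity. In the pattern highest in HaCaT-EGFR the pathway statistic was -0.11 (range -0.348 to 0.0414) for STAT, 0.96 (range 0.926 to 0.999) for RAS and 0.816 (range 0.646 to 0.941) for AKT. RAS in that pattern had a two-sided permutation p of 0.0403 before adjustment over 30 statistics, which was 0.081 at a standard deviation of 0.05, 0.755 with genes ranging over 2 log2 units and 0.217 with matching by symbol alone. STAT turned to 0.0068, 0.464 and 0.0755 in the same alternatives. The permutation p of RAS was 0.0202 with 5 patterns and 0.032 with 7 (adjusted p = 0.505 and 0.773). With the lowest χ² of 5 starts, chosen after seeing the data, it was 0.0107 (adjusted p = 0.32). In the pattern named for HaCaT-p65, AKT stood at 0.72 (range 0.254 to 0.964). Matching by symbol alone gave 0.963 (two-sided permutation p = 0.0365 before adjustment, adjusted p = 0.641). With the lowest χ² of 5 starts, chosen after seeing the data, it was 0.955 (permutation p = 0.0446, adjusted p = 0.49). It was 0.946 with 7 patterns, 0.653 with 5, 0.62 at a standard deviation of 0.05 and 0.573 with genes ranging over 2 log2 units.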

In analyzing the CoGAPS estimated pathway activity (Figure 3), we observe the expected global upregulation of STAT, RAS, and AKT pathways in HaCaT-EGFR^WT^, upregulation of RAS in HaCaT-HRAS^Val12D^, and upregulation of AKT resulting in HaCaT-p65^WT^. 

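In HaCaT-EGFR over HaCaT-vector in serum, 1 of the 18 TGFB targets rose, 3 fell and 14 did not pass the test (1 rose and 3 fell adjusted over the list alone), with log2 changes of -1.26 (SE 0.311) for the growth factor CCN2, -1.06 (SE 0.334) for tenascin (TNC), -0.82 (SE 0.246) for the homeobox factor DLX3 and 0.43 (SE 0.141) for JUNB. None passed without HaCaT-EGFR serum replicate 2, 2 passed without replicate 1, 2 without replicate 3, and 1 without HaCaT-vector serum replicate 1 or 3. In HaCaT-p65, none of the 18 TGFB targets rose, 4 fell and 14 did not pass the test (none rose and 5 fell adjusted over the list alone): TNC changed by -2.03 (SE 0.334, adjusted p = 3.1e-05) and CCN2 by -1.39 (SE 0.311, adjusted p = 0.00207), followed by DLX3 at -0.87 (SE 0.246) and SERPINB5 at -0.50 (SE 0.162). Without HaCaT-p65 serum replicate 3, 2 fell, and likewise 2 without HaCaT-vector serum replicate 1. SERPINB5 did not pass when any single array of the 6 was left out (log2 changes of -0.56 to -0.42). Of RAS targets in HaCaT-p65, 19 of the 286 members rose, 22 fell and 245 did not pass the test (21 rose and 24 fell adjusted over the list alone). The helicase-like factor HLTF changed by -4.50 (SE 0.454), FLI1 by -3.32 (SE 0.603) and MYB by -2.06 (SE 0.231). Among the RAS targets that rose were TNF, which rose by more than MYB fell, and FN1. Genes in these lists were named after their values were seen. As pathway statistics, TGFB stood at 0.558 (lowest of 3 simulations 0.453) in the pattern highest in HaCaT-EGFR. In the pattern named for HaCaT-p65, RAS stood at 0.435 (range 0.0828 to 0.88) and TGFB at 0.674 (range 0.589 to 0.823). TGFB in the HaCaT-EGFR pattern turned to -0.195 at a standard deviation of 0.05 and to -0.274 with genes ranging over 2 log2 units, and with the latter RAS and TGFB in the HaCaT-p65 pattern turned to -0.331 and -0.0973.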

We also observe unexpected weak activation of TGF-β in HaCaT-EGFR^WT^ and of RAS and TGF-β in HaCaT-p65^WT^. These unexpected signals are likely due to pathway cross talk and the observed weak upregulation of RAS and TGF-β pathways in HaCaT-vector control. 

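In HaCaT-vector over HaCaT in serum, 4 of the 286 RAS targets rose, 8 fell and 274 did not pass the test (8 rose and 8 fell adjusted over the list alone). Without HaCaT serum replicate 1, 11 rose and 11 fell. ASS1 rose by 3.30 (SE 0.529, adjusted p = 7.6e-05) on the log2 scale. TNC, an extracellular matrix protein, changed by -1.70 (SE 0.334, adjusted p = 0.00126) and was also the only TGFB target of 18 to pass. Both genes were named after their values were seen. In the pattern highest in HaCaT-vector, the pathway statistic was 0.717 (range 0.536 to 0.896) for RAS and 0.684 (range 0.613 to 0.75) for TGFB over the 3 simulations. With genes ranging over 2 log2 units the latter turned to -0.159.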

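In HaCaT-EGFR in serum over starved HaCaT-EGFR, 6 of the 286 RAS targets rose, 7 fell and 273 did not pass the test (9 rose and 10 fell adjusted over the list alone). The ligand TGFA, a member of the RAS list, rose from 8.47 ± 0.229 (SD, n = 7) to 9.71 ± 0.125 (SD, n = 5) on the log2 scale, a change of 1.24 (SE 0.163, adjusted p = 1.1e-05). Within the shared date it rose by 1.28. Without starved replicate 5, 5 RAS targets rose and 2 fell, and without serum replicate 4, 1 rose and none fell. Of the TGFB targets, 1 of the 18 members rose, 1 fell and 16 did not pass the test (1 rose and 1 fell adjusted over the list alone): the SMAD repressor SKIL rose by 0.67 (SE 0.186) and JUNB changed by -0.55 (SE 0.148), both named after their values were seen. Neither passed without starved replicate 5, starved replicate 7 or serum replicate 4, and without serum replicate 5 only SKIL did. Log2 changes of SKIL were 0.53 to 0.64 where it did not pass, and those of JUNB -0.60 to -0.47. Starved replicates 1 and 7 were above the limit of the GAPDH 3' minus 5' signal. In the pattern of the serum arrays, the statistic over the 3 simulations was 0.361 (range -0.635 to 0.863) for RAS targets and 0.565 (range -0.23 to 0.966) for TGFB targets, and with the lowest χ² of 5 starts, chosen after seeing the data, 0.604 and 0.815. With 5 patterns none was named baseline, and the pattern named serum gave -0.909 and -0.804. These have the signs of the baseline pattern with 6 patterns (-0.633 and -0.68). They therefore cannot show that the serum statistics turned.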

The presence of serum also enhances this upregulation of RAS and TGF-β. 

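NOTCH targets in the factorization included HES1, a repressor that Notch induces, with a mean log2 value of 9.19 over the 58 arrays, VEGFA at 10.46, the cell cycle inhibitor CDKN1B at 9.23 and the receptor GHR at 3.83. In the baseline pattern, NOTCH targets had a pathway statistic of 0.601 (range 0.0264 to 0.955) over 3 simulations and STAT targets of 0.73 (range 0.542 to 0.853). RAS targets stood at -0.633 (range -0.941 to -0.037). The pattern itself took 0.0199 ± 0.000198 in starved HaCaT-EGFR (SD, n = 7), 0.0201 ± 2.15e-05 in starved HaCaT-vector (SD, n = 4) and 0.02 ± 0.000148 in HaCaT-HRAS (SD, n = 3). No array lay under 0.0195.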

The final pattern is consistent across samples and reveals a global upregulation of Notch and STAT pathways in the HaCaT cell lines.

### Comparison of gene expression signatures inferred in CoGAPS and linear models

We note that the six CoGAPS patterns are inferred without any prior information about the experimental conditions in Table 1, whereas standard linear models of pathway response require information about the pertinent experimental conditions. As a result, linear models formed based upon the experimental conditions in the HaCaT forced expression experiments may overfit expression changes due to treatment and stimulation conditions. Moreover, they would be unable to account for relative changes in the magnitude of expression across comparable samples encoded in the relative magnitude of rows of **P** (Figure 2).

For comparison, we formulate a linear model that accounts for the forced overexpression conditions and presence or absence of serum based upon the inferred CoGAPS patterns. In Figure 4a, we observe that the expression patterns inferred for the linear model across all HaCaT samples (baseline), all serum treated samples in HaCaT, and all HaCaT-HRAS^Val12D^ samples are most similar to the corresponding CoGAPS patterns. However, the patterns associated with known molecular variables in HaCaT cells cluster separately from the CoGAPS estimated patterns. These patterns also show a larger difference in their clustering than the patterns of molecular variables inferred from CoGAPS.

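Across 795 genes, the weights of the baseline pattern correlated at r = 0.882 with the baseline coefficients of the linear model, and those of the HaCaT-HRAS pattern at r = 0.654 with the HaCaT-HRAS coefficients. Weights of the serum pattern correlated at r = 0.0694 with the serum coefficients and highest, at 0.687, with the baseline. With the lowest χ² of 5 starts, chosen after seeing the data, the values were 0.971 for baseline, 0.73 for HaCaT-HRAS and 0.263 for serum, each pattern then being closest to its own term. The model was fitted with limma to the 50 arrays without inhibitors, with terms for each introduced gene, the vector and serum. Genes are not independent replicates, and no p-value is attached to these correlations.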

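For HaCaT-vector, pattern weights and model coefficients correlated at r = 0.311 across genes, and for HaCaT-EGFR at r = 0.149. The HaCaT-p65 pattern correlated at r = 0.111 with its own term and at 0.14 with that of HaCaT-HRAS, its highest. Choosing the lowest χ² of 5 starts after seeing the data gave 0.334, 0.237 and 0.127, each highest with its own term.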

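Between the model coefficients of HaCaT-HRAS, HaCaT-vector, HaCaT-EGFR and HaCaT-p65, the mean correlation across genes was 0.293 over 6 pairs, lowest for HaCaT-HRAS with HaCaT-vector (0.195) and highest for HaCaT-EGFR with HaCaT-p65 (0.496). Between the pattern weights of the same lines it was 0.45, lowest for HaCaT-HRAS with HaCaT-p65 (0.202) and highest for HaCaT-vector with HaCaT-EGFR (0.707).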

**Figure 4:**
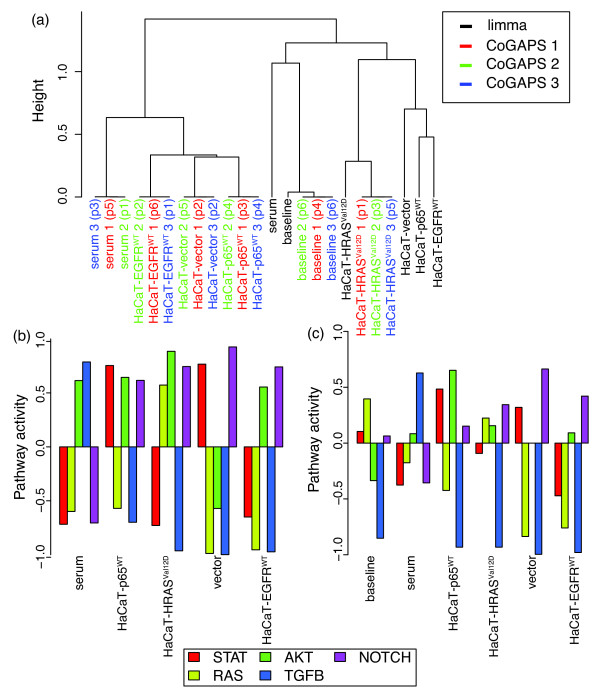
**Comparison of CoGAPS and linear models.** (a) Clustering diagram to compare the gene signatures in the columns of **A** from eq. 1 in each of three CoGAPS simulations (simulation 1 in red, simulation 2 in green, and simulation 3 in blue) to the signatures inferred from a limma linear model using the same design matrix (black). (b) and (c) display gene set statistics for pathway activity resulting from the limma estimated linear model for STAT, RAS, AKT, TGFB, and Notch (left to right within each group) colored according to the bottom figure legend. (b) Uses the standard gene set test from limma, rescaled according to eq. 4. (c) Uses the permutation-based gene set statistic adapted for a linear model from eqs. 2 and 3 described in the methods section.

Figure 4b and 4c show the pathway statistics from the linear model gene expression signatures using standard gene set tests and a test analogous to CoGAPS, respectively, as described in the Methods section. In contrast to CoGAPS (Figure 3), the gene set statistics from the linear model (Figure 4b) show strong upregulation of only the AKT and Notch pathways in both the EGFR and RAS pathways, with only weak upregulation of RAS, which would be predicted from the experimental conditions. 

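Of the AKT targets in HaCaT-HRAS over HaCaT-vector in serum, 16 of the 96 members rose, 11 fell and 69 did not pass the test (18 rose and 13 fell adjusted over the list alone). The zinc finger factor PLAGL1 rose by 2.96 (SE 0.319, adjusted p = 1.42e-09), the growth factor CSF1 by 1.56 (SE 0.272) and the kinase SGK1 by 1.10 (SE 0.205) on the log2 scale, genes chosen after their values were seen. Of 7 NOTCH targets 3 rose and none fell, HES1 by 0.98 (SE 0.309), GHR by 0.72 (SE 0.253) and VEGFA by 0.50 (SE 0.164). None passed without HaCaT-HRAS serum replicate 1, and 1 passed without HaCaT-HRAS replicate 2 or 3 or HaCaT-vector replicate 1 or 3. The linear model's gene set value is 1 minus the upward p of limma's geneSetTest where that p is smaller than the downward p, and otherwise the downward p minus 1, as in the authors' code. It cannot lie between -0.5 and 0.5, and values near either bound mean no tendency. It was 0.839 for AKT in HaCaT-HRAS (54 of 96 targets with a t above 0) and -0.543 in HaCaT-EGFR (47 of 96). For NOTCH, limma's geneSetTest gave upward p-values of 0.171 in HaCaT-HRAS and 0.312 in HaCaT-EGFR, with 4 of 7 targets above 0 in each. RAS targets had values of -0.653 in HaCaT-HRAS (141 of 286 above 0) and -0.927 in HaCaT-EGFR (124 of 286). With genes ranging over 2 log2 units, RAS in HaCaT-HRAS turned to 0.649 and AKT in HaCaT-EGFR to 0.729.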

While the linear model reveals expected upregulation of the AKT pathway in HaCaT-p65^WT^, it also infers unexpected upregulation of Notch and strong upregulation of the STAT pathway. This latter STAT upregulation due to p65 overexpression is inconsistent with the structure of EGFR protein-protein interactions (Figure 1), in which p65 is far downstream of STAT. 

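Of the STAT targets in HaCaT-p65 over HaCaT-vector in serum, 5 of the 51 members rose, 3 fell and 43 did not pass the test (5 rose and 5 fell adjusted over the list alone). The adhesion receptor ICAM1 rose by 1.45 (SE 0.356, adjusted p = 0.0055), and IL6ST, a receptor chain that several cytokines share, by 0.58 (SE 0.111, adjusted p = 0.000291) on the log2 scale, both chosen after their values were seen. IVL, given above with the differentiation genes, is also a STAT target and fell by more than either of these rose. Without HaCaT-p65 serum replicate 3, 3 rose and 1 fell, and without HaCaT-vector serum replicate 1, 4 rose and 1 fell. The linear model gave HaCaT-p65 gene set values of 0.804 for STAT (28 of 51 targets with a moderated t above 0), 0.557 for AKT (44 of 96) and 0.642 for NOTCH (4 of 7).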

In further contrast to the CoGAPS gene expression patterns, the linear model does not infer expected STAT pathway upregulation in the HaCaT-HRAS^Val12D^ or HaCaT-EGFR^WT^ data. 

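Of the STAT targets in HaCaT-HRAS over HaCaT-vector in serum, 7 of the 51 members rose, 5 fell and 39 did not pass the test (8 rose and 5 fell adjusted over the list alone). Lipoprotein lipase (LPL) rose by 2.38 (SE 0.168, adjusted p = 1.26e-14) on the log2 scale and the signaling inhibitor SOCS3 by 1.58 (SE 0.182, adjusted p = 6.12e-09), whereas the kinase PIM1 changed by -0.64 (SE 0.148, adjusted p = 0.0013), all chosen after their values were seen. In the linear model the gene set value of STAT was -0.692 for HaCaT-HRAS, with 23 of 51 targets at a moderated t above 0, and -0.576 for HaCaT-EGFR, with 27 of 51. With genes ranging over 2 log2 units both turned, to 0.827 and 0.666, so neither shows a direction.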

Similar to CoGAPS, the linear model infers a strong upregulation of TGF-β from the introduction of serum. 

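For serum, the gene set value of the TGFB targets was 0.549 in the linear model, with 9 of 18 targets at a moderated t above 0, and -0.517 with matching by symbol alone. A date term gave 0.735, and genes ranging over 2 log2 units gave 0.877.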

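RAS targets had a gene set value of -0.695 for the serum term of the linear model, with 150 of 286 targets at a moderated t above 0. STAT targets stood at -0.593 and AKT targets at -0.626 for the same term. With genes ranging over 2 log2 units the values turned to 0.667, 0.76 and 0.522, so none of them shows a direction.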

Unlike CoGAPS, the linear model also predicts that serum strongly upregulates signaling in the RAS pathway. 

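When targets were placed among random gene sets, HaCaT-p65 had values of 0.506 for STAT, 0.641 for AKT and 0.254 for NOTCH. With genes ranging over 2 log2 units STAT was 0.0976 and AKT 0.974, and with a date term 0.508 and 0.739. TGFB targets stood at -0.988 in HaCaT-vector and at -0.988 in HaCaT-EGFR. The serum term gave 0.139 for TGFB and -0.363 for RAS, the latter turning to 0.211 with genes ranging over 2 log2 units. Across 25 combinations of a line or serum with a pathway, 22 had the same sign as in the gene set test and 3 the opposite sign, among them AKT in HaCaT-HRAS (-0.0186).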

The signaling patterns are largely similar using the CoGAPS-based permutation statistics from eq. 4 in Figure 4c. In this case, the linear model statistics do infer a weak upregulation of RAS in HaCaT-HRAS^Val12D^. However, unlike the gene expression patterns from CoGAPS, the linear model for HaCaT-EGFR^WT^ still does not infer the expected upregulation of the STAT or RAS pathways.

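In HaCaT-HRAS the RAS targets had a permutation value of 0.147, the AKT targets lay near 0 and the NOTCH targets were at 0.41.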

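For HaCaT-EGFR the permutation value was -0.356 for STAT targets, -0.703 for RAS targets and 0.008 for AKT targets. With genes ranging over 2 log2 units STAT turned to 0.525, RAS stood at -0.051 and AKT at 0.78. A date term gave -0.304, -0.768 and 0.185.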

### Gene expression signatures from CoGAPS distinguish pathway-level response in isogenic cetuximab sensitive and resistant HNSCC cell lines

We project the three HaCaT signaling patterns averaged across three CoGAPS simulations and associated with the HaCaT forced over-expression (HaCaT-HRAS^Val12D^, HaCaT-EGFR^WT^, and HaCaT-p65^WT^) onto the gene expression data for HNSCC cell lines UMSCC1 and 1CC8. As previously described, this pair of cell lines are isogenic sensitive and resistant HNSCC lines, respectively [8]. Thus, we can infer whether the signaling-related gene expression signatures elucidate the molecular mechanisms underlying cetuximab resistance in this pair of cell lines to potentially model cetuximab resistance in HNSCC. Figure 5 summarizes the relative CoGAPS inferred signature activity in UMSCC1 with and without cetuximab treatment, and 1CC8 with and without cetuximab treatment. The signatures associated with modulation of EGFR^WT^, p65^WT^ and HRAS^Val12D^ are all significantly larger in 1CC8 than UMSCC1 (p-value of 7x10^-4^ for the HaCaT-HRAS^Val12D^ signature, 8x10^-5^ for the HaCaT-EGFR^WT^ signature, and 5x10^-3^ for HaCaT-p65^WT^ signature). Treatment with cetuximab in the sensitive cell line UMSCC1 further reduces the activity in HaCaT-HRAS^Val12D^ (p-value 0.042) and HaCaT-p65^WT^ (p-value 0.004), but upregulated the signature associated with HaCaT-EGFR^WT^ (p-value 0.13). A similar trend is observed for 1CC8 (p-value of 0.007 for HaCaT-EGFR^WT^ and 0.0008 for HaCaT-p65^WT^). However, whereas treatment with cetuximab reduces the HaCaT-HRAS^Val12D^ signature in the sensitive cell line UMSCC1, it has no effect on treatment in the resistant cell line 1CC8 (p-value of 0.23).

**Figure 5:**
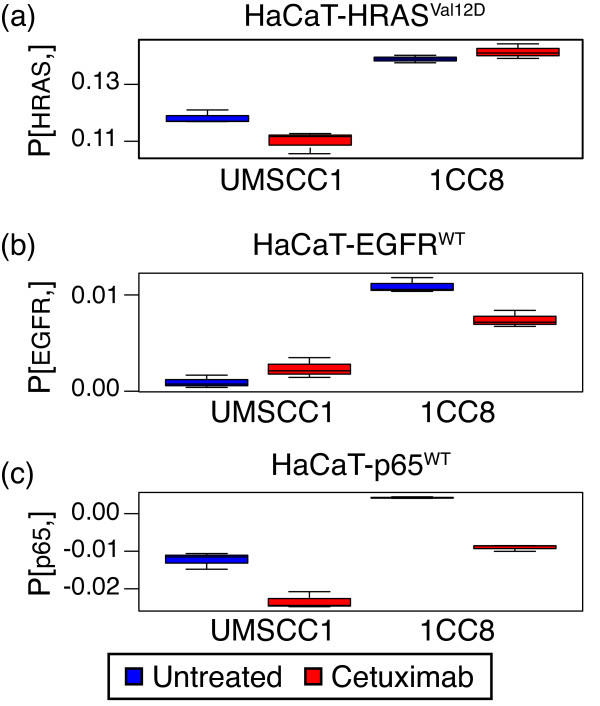
**CoGAPS signature in UMSCC1 and 1CC8 cell lines.** Box plot of the **P** matrix resulting from projecting the CoGAPS inferred gene expression signatures for (a) HaCaT-HRAS^Val12D^, (b) HaCaT-EGFR^WT^, and (c) HaCaT-p65^WT^ onto gene expression data for UMSCC1 (left group) and 1CC8 cell lines (right group). Results for data treated with cetuximab are colored in red (right in each group) and untreated are colored in blue (left in each group).

## Discussion

CoGAPS demonstrated improved ability to correctly infer patterns with even subtle transcriptional differences because this algorithm can accurately account for gene re-use [12,19,39]. In contrast to linear models, CoGAPS seeks gene expression signatures with minimal structure. As a result, the signatures inferred with CoGAPS are more similar than those inferred with linear models. Therefore, these CoGAPS expression signatures reveal degrees of activation of the pathways downstream of EGFR due to pathway cross-talk, unlike the standard gene set test or permutation gene set analysis for linear models. For example, only the CoGAPS analysis can detect the modest RAS and STAT signals associated with forced expression of EGFR and HRAS in HaCaT cells. Moreover, the sparsity in the CoGAPS prior ensures that gene expression amplitude is assigned only to pertinent patterns. As a result, while the linear model assigns Notch activity to each of the forced expression signatures, CoGAPS correctly assigns this global signature to the background term.

This type of statistical modeling can delineate the key pathway activity of relevance to the development of targeted agents in genetically heterogeneous HNSCC. In our previous molecular characterization of HNSCC based on gene expression profiling, we have shown that there are at least four subtypes of HNSCC and these subtypes have prognostic implications reflecting the biological heterogeneity [40]. In addition, recent completion of whole exome sequencing of HNSCC has shown that tobacco-related HNSCC contain average of 20.6 mutations per tumor and many of the mutated genes are tumor suppressors that cannot be easily targeted [34,35]. Furthermore, many of these mutated genes are regulated in contextual manner meaning that one mutation of a gene in a tumor may result in a different phenotype depending on the genetic context determined by other co-existing mutations or deregulations. The analyses of global gene expression signature will potentially yield the dominant pathways that result from lack of tumor suppressor or contextual regulated genes, and allow exploitation as therapeutic targets or biomarkers of clinical outcome. It is also a potentially valuable tool of determining the on- and off-target effects of targeted agents and hypothesis generating approach to unravel the mechanism of resistance by unbiased examination of global changes in the inter-connected pathways induced by inhibition of the targeted pathway. 

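In HaCaT-EGFR with EGF, the EGFR inhibitor gefitinib raised the ubiquitin ligase FBXO32 (225328_at) by 2.19 (SE 0.351, adjusted p = 0.000443) on the log2 scale, from 6.46 ± 0.596 (SD, n = 7) to 8.65 ± 0.173 (SD, n = 2). STON1, a protein of endocytosis, rose by 1.99 (SE 0.308, adjusted p = 0.000305) and the keratinocyte kinase RIPK4 by 1.61 (SE 0.252, adjusted p = 0.000364). The EGFR ligands EREG and TGFA changed by -1.27 (SE 0.212, adjusted p = 0.000618) and -1.13 (SE 0.163, adjusted p = 0.000152). None of the 23 genes induced by MAP kinase rose, 13 fell and 10 did not pass the test (none rose and 17 fell adjusted over the list alone), and camera gave adjusted p = 1.22e-22 with the preset correlation and adjusted p = 0.0029 with an estimated correlation. 4 of the 11 FOXO-induced genes rose, none fell and 7 did not pass the test (10 rose and none fell adjusted over the list alone), and that list had adjusted p = 2.52e-15 with the preset correlation and adjusted p = 0.00042 with an estimated correlation. Both gefitinib arrays share a date with 3 of the EGF arrays, and within it the means of the lists changed by -0.79 and 0.82. Without gefitinib replicate 1, 1 MAP kinase gene fell, and without replicate 2, 3 fell, and no FOXO-induced gene passed in either case. In total 358 genes passed limma's test, 144 higher and 214 lower, with 31 passing without gefitinib replicate 1 and 21 without replicate 2. A lone remaining array was assumed to vary like those of the other groups.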

Due to the small sample size, we could not infer accurate expression signatures from the pharmacological inhibition of EGFR, MEK or PI3K in our model system. However, additional studies to optimize the experimental design and to further validate the model for utilization in experimental therapeutics are in progress.

In this study, the inferred CoGAPS gene expression signatures implicate signaling processes in the HNSCC system that they model. For example, the gene expression signature related to constitutive activation of the RAS pathway in the HaCaT-HRAS^Val12D^ distinguishes the transcriptional profile of UMSCC1 and 1CC8 and their relative transcriptional response to cetuximab treatment. This observation suggests that over-activation of the RAS pathway cannot be repressed by cetuximab in resistant HNSCC cell lines. While HRAS mutations are found in HNSCC [34], the UMSCC1 and 1CC8 cell lines are HRAS wild type. Therefore, this aberrant activity in the RAS pathway that our algorithm inferred for 1CC8 is consistent with activation of the wild type RAS pathway in cetuximab resistance. One possible mechanism for this activation would be the compensatory pathway activity proposed in [8]. Further studies to validate the mechanisms underlying these are currently ongoing.

## Conclusions

This work demonstrates the versatility of the CoGAPS matrix factorization algorithm to infer biological signaling nodes and intermediaries as they relate to specific gene expression in immortalized HaCaT and transformed variants thereof. For example, upon stimulation/deregulation of EGFR activity, the algorithm successfully identified gene expression signatures consistent with known elements of the EGFR signaling network (Figure 1). In contrast to linear models, the CoGAPS algorithm performs pathway inference without a priori knowledge of the experimental conditions listed in Table 1. Pathway inference by CoGAPS was predictive across a heterogeneous set of experimental pathway manipulations, i.e., transcriptional responses triggered either by overexpression of EGFR, NF-kB/p65 or mutant HRAS, or those induced by addition of serum to culture media.

Similarly to the UMSCC1/1CC8 model, we hypothesize that the pathway-level gene expression signatures inferred from the HaCaT model with CoGAPS will implicate relevant molecular mechanisms in gene expression data from HNSCC patients in future studies. For example, the gene expression signature relating to constitutive RAS activation estimated from the HaCaT-HRAS^Val12D^ provides a potential biomarker to infer patient-specific cetuximab sensitivity and resistance prior to clinical treatment. Moreover, previous studies have also linked cetuximab resistance to increased AKT pathway activity in HNSCC cell lines with cetuximab resistance [8]. We hypothesize that application of the CoGAPS algorithm to future samples of HaCaT with forced expression of RAF and PI3K with activating mutations will distinguish whether the activation of the RAS pathway induces AKT pathway activity preferentially over MAPK pathway (Figure 1) in cetuximab resistance. When applied to tumor data, these additional CoGAPS inferred gene expression signatures would also provide candidate molecular targets for patients with predicted cetuximab resistance.

## Methods

### Inhibition and stimulation of EGFR signaling pathway in the HaCaT model system and HNSCC cell lines

HaCaT cells overexpressing EGFR (HaCaT-EGFR) were maintained in cell culture media (W489) as previously described [20,22]. The cells were seeded in 100 mm tissue culture plates in regular media until they reach 70-80 % confluency. After incubation with serum-free media for 12 hours, EGF or TNF-α (10 ng/ml, Sigma-Aldrich, St. Louis, MO) were then added for 4 or 8 hours before cells were harvested for total RNA isolation. The culture conditions, total RNA isolation and microarray experiments of SCC1 and 1CC8 HNSCC cell lines used in the study were previously published [8].

### Microarray data preprocessing

To ensure that the microarray measurements from the HaCaT samples and the UMSCC1/1CC8 cell lines are comparable, we normalize all microarray measurements using fRMA [41]. After fRMA normalization, clustering reveals an apparent batch effect from processing date in the HaCaT expression data (Additional file 3: Figure S 3a). We, therefore, fit a linear model with date and experimental conditions summarized in Table 1 using the lmFit function in the R Bioconductor package limma (Linear Models for Microarray Data; [36]). 

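By the correlation of their log2 values, 55 of 58 arrays lay nearest to an array of their own cell line. All arrays of HaCaT-EGFR (25), HaCaT-vector (16), HaCaT-p65 (11) and HaCaT-HRAS (3) did so, and none of the 3 HaCaT arrays. Of the 54 arrays in conditions with more than 1 array, 45 lay nearest to an array of the same condition. For 28 of the 58 arrays the nearest array had the same processing date. The removed date effect was fitted together with condition, so nearness by condition may be partly built in.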

Additional file 3: Figure S 3b shows that samples correctly cluster by experimental condition after removing the modeled date effect using the clustering diagram generated with [42]. This batch corrected, normalized data will be used for subsequent analyses of the HaCaT cell lines. For robustness, the clustering and linear models were performed on all HaCaT samples, including eight samples that were treated with pharmacological agents. These latter samples were excluded from subsequent analyses due to an inability to infer accurate expression signatures from their small samples size. On the other hand, the UMSCC1 and 1CC8 samples are processed in the same batch, requiring no correction after fRMA normalization. All the data are MIAME compliant and the raw data for all samples have been deposited in Gene Expression Omnibus (HaCaT data GSE32975; SCC1 and 1CC8 data in GSE21483). All analyses are performed with software R using scripts provided as Additional file 7: Files S 1, Additional file 8: File S 2, Additional file 9: File S 3, Additional file 10: File S 4 and Additional file 11: File S 5.

### Pathway and transcription factor targets

We identify candidate transcription factor regulators for each probe of the Affymetrix U133 Plus 2.0 array from TRANSFAC using the Automated Sequence Annotation Pipelines (ASAP; [43]). The list used in these analyses was obtained and frozen on December 8, 2010 and provided as a supplemental file containing the ASAP results (Additional file 7: File S 2). Gene sets related to each pathway listed in Additional file 6: Table S 1are defined as the targets of each transcription factor identified as downstream to the pathway from Additional file 6: Table S 1.

We limit all subsequent analyses of HaCaT and UMSCC1/1CC8 cell line expression to only those probes that are annotated in TRANSFAC. We select a single probe for each gene to further avoid biases in gene set tests from using multiple probes for a single gene. Specifically, we retain the probe for each gene with the smallest p-value resulting from comparisons of the HaCaT experimental conditions using t-statistics moderated with empirical Bayes from the limma package [36].

### CoGAPS pattern inference and pathway analysis

CoGAPS factors the expression matrix **D** into amplitude (**A**) and pattern (**P**) matrices with *p* patterns according to the distribution in eq. 1. The posterior distribution for elements of each of these matrices are computed with an MCMC Gibbs sampler based upon the atomic prior of [44] and implemented in the Bioconductor package CoGAPS [19]. Here, the standard deviation in eq. 1 is given by $\Sigma_{i,j}=0.1D_{i,j}$ for each gene *i* and sample *j*, based upon the established, microarray error-model in [45] and previous applications of [13,29].

The quality of the CoGAPS fit is assessed through the *χ*^2^ fit of the posterior mean of **A** and **P** and identifiability of these matrices across MCMC simulations. Using these criterion, the optimal number of patterns *p* for the matrix factorization is the minimum number of patterns for which the *χ*^2^ reaches a minimal value and the inferred patterns persist across simulations. For the HaCaT expression data analyzed in this paper, the *χ*^2^value of the fit begins to plateau for 6 patterns (Additional file 4: Figure S 4), at which point multiple CoGAPS simulations obtain the same **A** and **P** matrices (Additional file 1: Figures S 1 and Additional file 2: S 2).

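On the 795 target genes in the 50 arrays of the 5 HaCaT lines, mean χ² over the 3 simulations fell from 9489 with 4 patterns to 7809 with 5, a drop of 1680. With 6 patterns it was 7585, with 7 it was 7468, and with 8 and 9 it was 7262 and 7150. Each pattern after the fifth lowered χ² by 224, 117, 206 and 112.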

Comparing the posterior distribution of the amplitude matrix for a pattern (i.e., column of **A**) between genes in a gene set and in the background can indicate over- or under-expression of that gene set in a pattern. Based upon previous work from [13], we define a Z-score to quantify the enrichment of gene-set G with *R* targets in pattern *p* by

(2) $$Z_{G,p}=\frac{1}{R}\sum_{g\in G}\frac{A_{\mathrm{gp}}}{\sigma_{\mathrm{gp}}}\text{,}$$

where $A_{\mathrm{g,p}}$ and $\sigma_{\mathrm{g,p}}$ are the sample mean and variance, respectively, from the CoGAPS MCMC samples for gene (row) *g* and pattern (column) *p* amplitude. We compute p-values through a permutation test that compares the computed value of $Z_{G,p}$ to a null distribution obtained by the values of the statistic in eq. 2 resulting from selecting random sets of *R* genes. In contrast to [13], we apply this statistic to both targets of individual transcription factors and targets of sets of transcription factors regulated in the pathways (Additional file 6: Table S 1) to infer pathway level activity. For visualization, p-values computed from the statistic in eq. 2 are transformed as follows

(3) $$\tilde{p}=2p-1.$$

Therefore, a transformed $\tilde{p}$ value of −1 indicates underrepresentation of set G and +1 indicates over-representation. The associated pathway-level statistics in Figure 3 represent the mean of the statistic from eq. (3) across three CoGAPS simulations, with error bars representing the minimum and maximum values in each of these simulations.

Projecting the gene expression signatures in the columns of **A** onto additional samples can implicate the relative activity of inferred patterns in those samples. In this paper, the projection is implemented by solving the factorization in eq. 1 for the new data matrix where **A** is fixed as the average of the CoGAPS posterior mean for each of the three CoGAPS simulations performed. We estimate the patterns **P** associated with this amplitude matrix using the least-squares fit to the new data implemented with the lmFit function in the limma package [36]. Applying this projection to the original, HaCaT data reveals that the projection provides similar, albeit slightly nosier, estimates when compared to the CoGAPS posterior mean for **P** (Additional file 5: Figure S 5). This linear projection is, therefore, used to project the gene signatures inferred from the HaCaT data onto gene expression data from the HNSCC UMSCC1 and 1CC8 cell lines. Differences between the values of the pattern matrix **P** inferred through CoGAPS or these subsequent projections are quantified using p-values from a *t*-test between the groups of experimental conditions being compared.

### Linear models and gene set pathway-level analysis

In the results section, we compare the CoGAPS inferred expression signatures in the columns of the **A** matrix to expression signatures inferred by the coefficients of a linear model. In this linear model, we use the limma package [36] to fit the batch-corrected HaCaT data to a design matrix comparable to the **P** matrix inferred in CoGAPS by specifying a common intercept term, HaCaT cell type (HaCaT-EGFR^WT^, HaCaT-p65^WT^, HaCaT-HRAS^Val12D^, or HaCaT-vector), and presence or absence of serum. Contrasts are formulated for each of these six conditions to obtain coefficients for each condition comparable to the columns of the CoGAPS **A** matrix (Figure 4a). The gene set statistic in Figure 4b uses the standard limma package geneSetTest function to test the probability of activity inferred from the contrast-based, empirical Bayes t-statistics in the pathway and transcription factor level targets in Additional file 6: Table S 1. To make values comparable to the CoGAPS analysis, only the subset of probes analyzed in CoGAPS (i.e., in TRANSFAC and summarized by gene) are considered for the background of the gene set statistics. Similar to eq. 3, we rescale the resulting statistics for visualization by

(4) $${\tilde{p}}_{\text{lm}}=\{\begin{array}{cc} \log_{10}\left(p_{\text{down}}\right) & \text{if }p_{\text{down}}<p_{\text{up,}}\\ -\log_{10}\left(p_{\text{up}}\right) & \text{otherwise} \end{array}$$

where *P*_down_ and *P*_up_ are the p-values resulting from the geneSetTest function if the alternative hypothesis is specified as down or up regulated, respectively. The heatmap in Figure 4b then rescales these statistics across columns are 1 at the maximum value of ${\tilde{p}}_{\text{lm}}$ and −1 at the minimum value. For further comparison to the CoGAPS results, Figure 4c plots the transformed p-values resulting from the permutation-based CoGAPS gene set test in eqs. 2 and 3. To reflect the statistics of the linear model, the posterior estimate for the ratio $\frac{A_{\mathrm{g,p}}}{\sigma_{\mathrm{g,p}}}$ in eq. 2 is replaced with the estimated, empirical Bayes moderated t-statistics for each of the six conditions specified in the linear model.

## Author’s contributions

EJF, MC, and MFO were responsible for data analyses and manuscript preparation. QR, HH, and HC performed data collection and assisted with manuscript preparation. UR and AD were involved with study design, data analysis, and manuscript preparation. CHC was responsible for study design, data collection, data analysis, and manuscript preparation.

## Acknowledgements and Funding

The authors would like to acknowledge funding from the following sources: EJF: K25 (CA141053), pilot project from the Sidney Kimmel Cancer Center of Johns Hopkins University Head and Neck SPORE; AD: funding from RTOG; UR: Commonwealth of Pennsylvania through the American College of Radiology and seed grant from TRP-RTOG; MFO: R21 (LM009382); CHC: R01 (DE017982) and Damon Runyon Clinical Investigator Award (CI-28-05).

## Supplementary Material

Additional file 3 **Figure S3. **Clustering of HaCaT expression data after fRMA colored by date (a). Analogous clustering after batch correction in (b). Click here for file

Additional file 7 **File S1. CompleteAnalysis.R:** R script used for to generate all analyses and figures. Click here for file

Additional file 8 **File S2. TF2Gene_2010.R:** R script encoding a list of transcription factor targets in TRANSFAC from ASAP. Click here for file

Additional file 9 **File S3. PathwayHeatmap.R:** Support script used to generate pathway-level heatmaps in Figures S1 and S3. Click here for file

Additional file 10 **File S4. ExperimentalDescription.txt:** Detailed annotation of experimental conditions summarized in Table 1. Click here for file

Additional file 11 **File S5. SCC11CC8Annot.txt:** Detailed annotation of the experimental conditions in the UMSCC1 and 1CC8 cell line expression datasets. Click here for file

Additional file 1 **Figure S1.**Box plot of six gene expression patterns inferred from the HaCaT gene expression data for each of the three CoGAPS simulations (pages 1–3) for the samples in Table 1. Plotted values are normalized to sum to one across all samples. All results for HaCaT-EGFR^WT^ are colored in green, HaCaT-HRAS^Val12D^ in red, HaCaT-EGFR^WT^ in grey, HaCaT-p65^WT^ in blue, and HaCaT-vector in black. The y-axis is labeled according to the row of the inferred **P** matrix plotted in each panel. Specifically, (a) contains the pattern attributed to the baseline HaCaT activity, (b) attributed to HaCaT-HRAS^Val12D^, (c) HaCaT-vector, (d) HaCaT-EGFR^WT^, (e) serum, and (f) HaCaT-p65^WT^. Click here for file

Additional file 2 **Figure S2.**Gene set statistics of the HaCaT expression data calculated from eq. 3 for each of the three CoGAPS simulations from blue for significantly downregulated to yellow for significantly upregulated according to the color bar. Columns are labeled according to the dominant experimental condition to which inferred CoGAPS patterns correspond and colored as indicated in the column color legend (red for the first CoGAPS simulation, green the second, and blue the third). The top set of statistics represents the gene set statistics computed at a pathway level. Colors along rows indicate the pathway for which activation statistics are calculated as indicated in the row color legend. The lower set of statistics represents the gene set statistics computed for the transcription factors activated by the pathway also indicated by colors in the rows associated with the pathway to which the transcription factor was assigned and indicated by the color code on the left. Click here for file

Additional file 4 **Figure S4.** χ^2^ fit from CoGAPS as a function of the number of patterns used in the matrix factorization for eq. 1. Click here for file

Additional file 6 **Table S1. PathwayTableS1.txt:** List of targets of transcription factors annotated to each pathway for pathway-level and transcription factor-level gene set analyses. Click here for file

Additional file 5 **Figure S5.** Heatmap comparing patterns inferred in CoGAPS as plotted Figure S2 (filled boxes on rows) to patterns that would be inferred from projecting expression patterns as described in the methods (open boxes on rows) colored according to the row figure legend. As indicated in the row figure legend, patterns are plotted for each of three CoGAPS simulations, colored in red (simulation 1), green (simulation 2), and blue (simulation 3) along the rows. The bars across the columns indicate media and forced expression conditions, colored according to the figure legend. Shading of these bars indicates media (white for serum starved, grey for serum, green for EGF, and blue for TNFα) while borders indicate forced expression (grey for HaCaT^WT^**,** black for HaCaT-vector, green for HaCaT-EGFR^WT^, blue for HaCaT-p65^WT^, and red for HaCaT-HRAS^Val12D^). Click here for file

# Supplementary material for: Gene expression signatures modulated by epidermal growth factor receptor activation and their relationship to cetuximab resistance in head and neck squamous cell carcinoma
**Source:** BMC Genomics. 2012 May 1;13:160. doi: 10.1186/1471-2164-13-160

Pathway activity

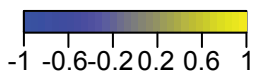

CoGAPS Simulation 1  
CoGAPS Simulation 2  
CoGAPS Simulation 3

STAT AKT NOTCH  
RAS TGFB

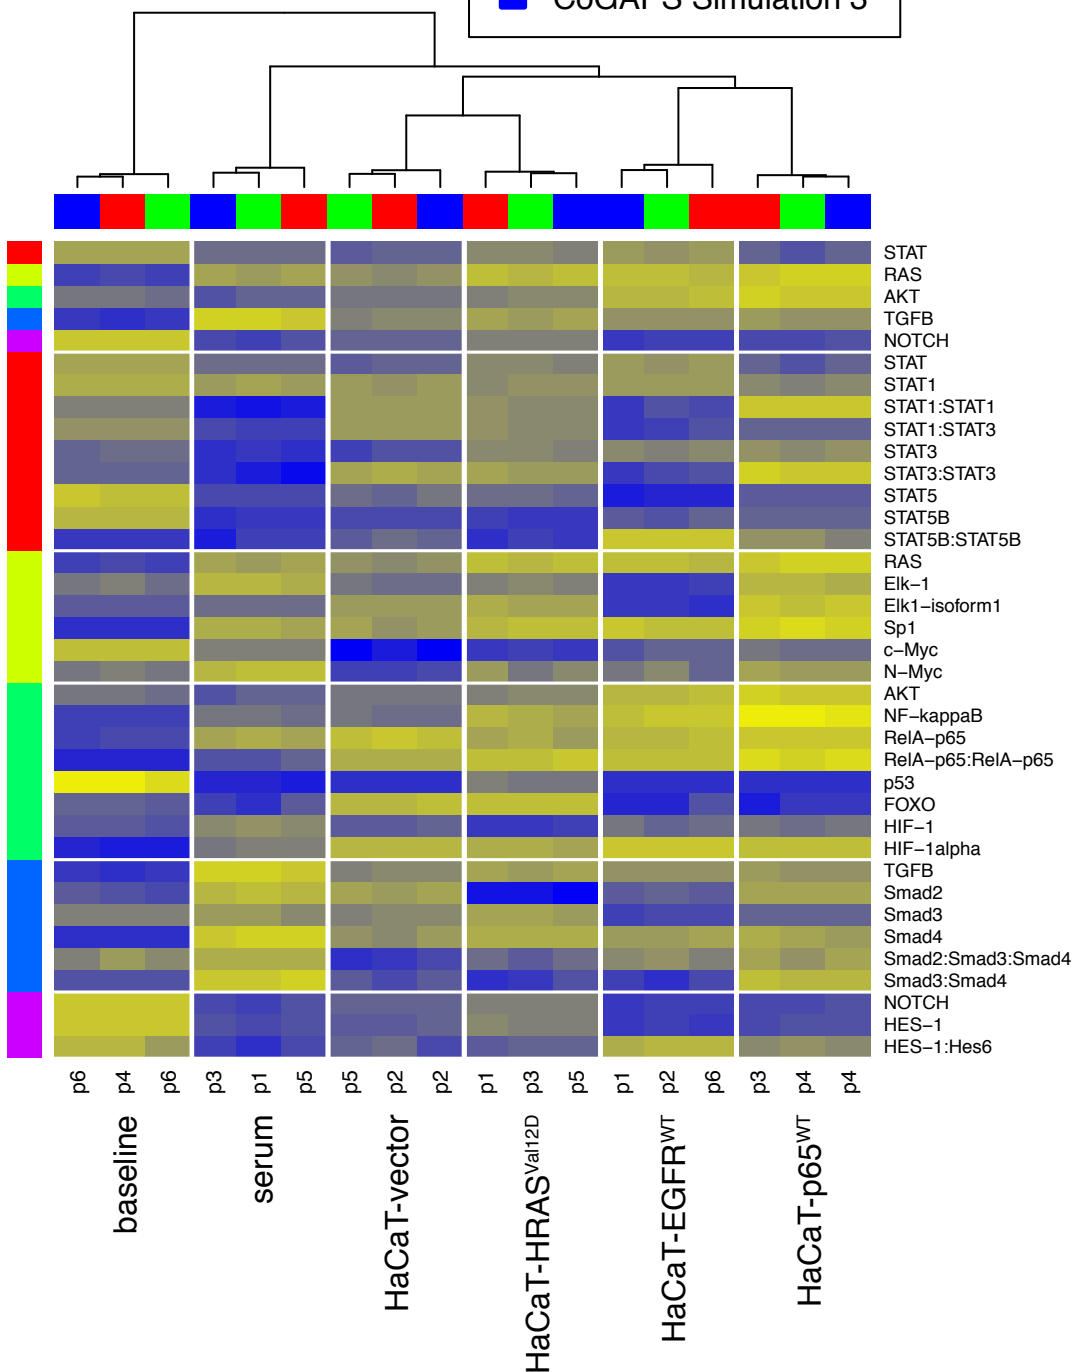

**Supplement:** Additional file 2 — Figure S2.Gene set statistics of the HaCaT expression data calculated from eq. 3 for each of the three CoGAPS simulations from blue for significantly downregulated to yellow for significantly upregulated according to the color bar. Columns are labeled according to the dominant experimental condition to which inferred CoGAPS patterns correspond and colored as indicated in the column color legend (red for the first CoGAPS simulation, green the second, and blue the third). The top set of statistics represents the gene set statistics computed at a pathway level. Colors along rows indicate the pathway for which activation statistics are calculated as indicated in the row color legend. The lower set of statistics represents the gene set statistics computed for the transcription factors activated by the pathway also indicated by colors in the rows associated with the pathway to which the transcription factor was assigned and indicated by the color code on the left.

How the deposited data were processed for this re-analysis (not part of the article)

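RNA of 5 HaCaT lines was measured on 58 Affymetrix U133 Plus 2.0 arrays. The lines were HaCaT, HaCaT-vector, HaCaT-EGFR, HaCaT-p65 and HaCaT-HRAS, in serum, serum-starved, with EGF, with TNF-α, or with the inhibitors gefitinib (of EGFR), LY294002 (of PI3K) or U1026 (of MEK). Group sizes were 3 to 7 arrays without inhibitors and 1 or 2 with them. The authors summarized 54675 probe sets with fRMA as log2 values, fitted condition and processing date with limma, subtracted the date coefficients and deposited the result. The deposited log2 values were used as they are, and refitting condition and date left date coefficients of at most 1.2e-08.

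Of the probe sets, 41097 carried 1 gene symbol, 1801 several and 11777 none. Among those with 1 symbol, 41043 had their Entrez ID in the RefSeq gene table of GRCh38.p14, which was used for names only, and 0 symbols were updated. Each of 19775 genes was represented by its probe set with the highest mean over all arrays. All probe sets of the introduced genes EGFR, RELA and HRAS were also reported. limma 3.58.1 in R 4.3.3 fitted 18 conditions and 6 dates to the 58 arrays with 35 residual degrees of freedom, and adjusted p-values are limma's with Benjamini-Hochberg adjustment over all genes at a threshold of 0.05. Differences between lines in the response to EGF or TNF-α were tested as interactions in the same fit. Values of both conditions within 1 date were computed wherever a date holds both.

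Gene lists written from general knowledge before the files were seen numbered 21. They cover NF-κB targets, genes induced by MAP kinase, EGFR ligands, keratinocyte differentiation, basal keratinocyte and hemidesmosome genes, epithelial junctions, mesenchymal genes, TGF-β targets, secreted proteases, cholesterol synthesis, cell cycle, interferon-stimulated genes, hypoxia, FOXO-induced genes, Notch targets, the amino acid and ER stress response, STAT3 targets, and markers of fibroblasts, melanocytes, leukocytes and endothelium. camera compared each list with all other genes at a preset correlation of 0.01 and with an estimated correlation. Of 315 list tests over 15 comparisons, 87 passed with the preset and 20 with an estimated correlation. With every array centred on its median 87 passed and no call changed direction.

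Genes named in the text are the 10 with the largest rise and the 10 with the largest fall among those that passed, taken in that order, the introduced genes, members of the fixed lists in order of absolute change, and the 10 genes with the largest weight over its standard deviation in each pattern. A gene that no longer passed without some single array was passed over for the next in that order or is named with those arrays. Pathway targets outside this rule were chosen after their values were seen.

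For the factorization, target genes were taken from the study's supplementary gene lists. Of 990 genes listed, 820 were matched by symbol, 56 through an older symbol and 114 were not matched. Probe sets with a range of more than 1 log2 unit over the 58 arrays entered, 1 per gene by the smallest p for EGF in HaCaT-EGFR and TNF-α in HaCaT-p65 combined, as in the authors' code, which left 795 genes in the 50 arrays without inhibitors. The permutation tests of EGF and TNF-α on the patterns did not repeat this choice, so their p-values lean toward a difference. A sparse non-negative Gibbs sampler, with a prior weight of 0.01 for a nonzero element, stood in for CoGAPS, which was not run. It used a standard deviation of 0.1 of each value, 3000 burn-in iterations and 3000 kept iterations, 6 patterns and 3 simulations, and each pattern was scaled to sum to 1 over the arrays. On simulated patterns the lowest correlation with the truth was 1.0 and the lowest area under the curve was 0.938. This does not show that the sampler recovers the patterns of the real arrays, where 1 of the 3 simulations held no separate serum pattern. Pathway statistics compared the mean weight of a pathway's targets over its standard deviation with 10000 random gene sets, a one-sided p of 0.025 counting as a call. The linear model had terms for a baseline, each introduced gene, the vector and serum, and its targets were tested with limma's geneSetTest and with the random gene sets. Pattern values were compared by exact permutation tests with scipy 1.17.1. The other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

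The limma fit was tested on simulated data with 50 genes of 19775 changed at each of 4 sizes, log2 changes of 0.5, 1, 1.5 and 2. It recovered 32%, 80%, 100% and 100% of them in the comparison of HaCaT-HRAS with HaCaT-vector, 58%, 100%, 100% and 100% for EGF in HaCaT-EGFR, 44%, 88%, 96% and 100% for TNF-α in HaCaT-p65 and 36%, 86%, 96% and 100% for gefitinib with EGF. The number of arrays limits the precision of all values.

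Replicate numbers from the labels were checked for pairing by the correlation of deviations from the group means. Between HaCaT-HRAS and HaCaT-vector all 3 same-numbered pairs were above 0.1 (lowest 0.191, mean 0.319), as were the 3 pairs of HaCaT-EGFR and HaCaT-vector (lowest 0.216, mean 0.323), so the numbers pair these samples. The other comparisons share only a number. The fit has no block for the replicate number, as in the authors' own model.

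Alternatives tried were a fit without date, a fit to the arrays of the groups compared alone, genes above the median probe set mean, arrays centred on their medians, a replicate block in place of date, leaving out each array, leaving out or regrouping the HaCaT-p65 array described once as a control, other numbers of patterns, another standard deviation, a wider range filter, matching by symbol alone, the t-test of the paper's methods, and an estimated correlation. Leaving out arrays with a GAPDH 3' minus 5' value more than 3 scaled median absolute deviations above the median, and keeping the start with the lowest χ² of 5, were added after seeing the data. No array was left out of the main results, and the 8 inhibitor arrays were left out of the factorization and the linear model, as in the paper.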

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

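The tests chosen only after their result was seen are those of the genes higher than in HaCaT-vector, both tests of the HaCaT-p65 array described once as a control, and every result without the arrays of high GAPDH signal except the test of RNA quality on the NF-κB list.

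TNF-α raised the NF-κB targets less in HaCaT-p65 than in HaCaT-vector. The mean of the list rose by 0.805 (SE 0.152) in HaCaT-p65 and by 1.69 (SE 0.167) in HaCaT-vector, a difference of -0.888 (SE 0.226). In limma's interaction test 2 genes passed, IGFL1 (log2 difference -2.44, adjusted p = 0.00589) and the chemokine CCL20 (-2.40, adjusted p = 0.0326), and 1516 had an unadjusted p under 0.05. No gene passed the interaction test in a fit to the arrays of the groups compared alone, and 1 did with arrays centred on their medians. The count was 1 without HaCaT-p65 starved replicate 1, without HaCaT-p65 TNF-α replicate 2, without HaCaT-vector TNF-α replicate 1 and without any single starved HaCaT-vector array, 0 without HaCaT-vector TNF-α replicate 3, 11 without HaCaT-p65 starved replicate 3, and 15 and 4 without HaCaT-p65 TNF-α replicates 4 and 5. IGFL1 did not pass without HaCaT-vector TNF-α replicate 3 (-2.35). CCL20 did not pass without HaCaT-p65 starved replicate 1 (-2.28) or 2 (-2.35), HaCaT-p65 TNF-α replicate 2 (-2.38), HaCaT-vector TNF-α replicate 1 (-2.46), 2 (-2.44) or 3 (-2.22), or HaCaT-vector starved replicate 1 (-2.60), 2 (-2.36), 3 (-2.35) or 4 (-2.41). By camera the median interaction was -0.90 for the NF-κB list (adjusted p = 1.37e-14 with the preset and 0.0467 with an estimated correlation), -1.10 for interferon-stimulated genes (adjusted p = 4.34e-16 and 0.066) and 0.70 for the EGFR ligands (adjusted p = 0.00024 and 0.0467).

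For the smaller response of the NF-κB list, the values argue against the array described once as a control, and against the 8 h arrays of HaCaT-p65, each as the whole cause. The difference was -0.714 (SE 0.16) without that array and -0.876 (SE 0.251) with the 4 h arrays of HaCaT-p65 alone, and both together were not tested. RNA quality stays open. Without the arrays of high GAPDH signal the difference was -1.42 (SE 0.271), but this leaves no date with both conditions in HaCaT-p65 and keeps the array described once as a control, which lay at the level of the starved arrays, as 1 of 2 with TNF-α, so the value cannot count against RNA quality. The list stood 0.483 (SE 0.23) higher in starved HaCaT-p65 than in starved HaCaT-vector. No date holds both groups, so this difference rests on date effects estimated through other groups. Raised NF-κB activity before TNF-α may leave less room for a rise. This explanation stays open as a hypothesis, and a difference between the lines in any other trait was not tested.

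The genes that separate each line from HaCaT-vector could reflect changes of HaCaT-vector itself. Of the genes lower than in HaCaT-vector, the median change against HaCaT was -0.434 in HaCaT-EGFR, -0.515 in HaCaT-HRAS and -0.54 in HaCaT-p65, against medians of -0.678, -0.603 and -0.795 relative to HaCaT-vector, which argues against it as the whole cause. Of the genes higher, the medians against HaCaT were 0.634 in HaCaT-HRAS and 0.405 in HaCaT-p65, against 0.8 and 0.68, but 0.345 in HaCaT-EGFR against 0.78, so for that set it stays open. The genes were selected on the comparison with HaCaT-vector, so part of the shrinkage follows from the selection. No biological explanation was tested.

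The HaCaT-p65 array coded as TNF-α replicate 5 and described once as a control stood far from the other TNF-α arrays in the mean of the NF-κB list, at 7.79. On a scale from 0 at the mean of the starved HaCaT-p65 arrays to 1 at the mean of the other TNF-α arrays, it lay at -0.0955 over 154 genes that TNF-α raised in HaCaT-vector outside the NF-κB list. This is consistent with an untreated culture, or with one that TNF-α did not reach, and which of these holds cannot be read from the values. Its GAPDH 3' minus 5' value of 0.272 argues against low RNA quality. The descriptions in the study's sample sheet number it among the untreated HaCaT-p65 arrays and give the matching TNF-α number to another array. The paper's design counts it as TNF-α treated.

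A single array also stood far from its group in 5 other measures, judged by its gap to the nearest array over the group's range. They are the 3' minus 5' value of ACTB in EGF replicate 3 of HaCaT-EGFR (4.75) and in TNF-α replicate 1 of HaCaT-p65 (5.70), the EGFR probe set 211607_x_at in EGF replicate 1 of HaCaT-EGFR (7.54), the RELA probe set 201783_s_at in TNF-α replicate 1 of HaCaT-p65 (9.29), and the HaCaT-vector pattern in starved replicate 1 of HaCaT-EGFR (0.0121). Of 52 groups tested 6 held such an array, and chance gives about 1 in 20 groups.

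EGF acted on HaCaT-EGFR and HaCaT-vector without a gene passing limma's interaction test (0 of 19775, 343 at an unadjusted p under 0.05). The amino acid and ER stress list had a median interaction of 0.113 (adjusted p = 0.0101 with the preset and 0.543 with an estimated correlation in camera).

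The inhibitor arrays, which the paper sets aside as too few, held changes by limma. Gefitinib changed 358 genes with EGF and 353 with serum in HaCaT-EGFR, LY294002 changed 137 and U1026 598 with EGF over HaCaT-EGFR and HaCaT-vector together. Without a single array the counts were 31 and 21 for gefitinib with EGF (gefitinib replicates 1 and 2), 83, 197 and 48 for gefitinib with serum (serum replicate 4 and gefitinib replicates 1 and 2), 15 and 207 for LY294002 (HaCaT-vector EGF replicate 4 and HaCaT-EGFR EGF replicate 5) and 177 for U1026 (HaCaT-vector EGF replicate 4). In a fit to the arrays of the groups compared alone they were 62 and 148 for gefitinib with EGF and with serum, 0 for LY294002 and 99 for U1026. LY294002 and U1026 rest on 1 array per line, assumed to vary like the other groups.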

How the results depend on the processing

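Leaving out the arrays of high GAPDH signal and keeping the lowest χ² of 5 starts were chosen after seeing the data, and the other alternatives were planned. The cause of each move was not tested, and fewer genes or arrays entered where the alternative says so. The fit without the date term is a special case. Dates had already been removed from the deposited values, with refitted date coefficients of at most 1.2e-08. Dropping the term therefore leaves the changes as they were and only adds residual degrees of freedom. Its higher counts are no sign of more changed genes.

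Without the date term more genes passed limma's test: 2438 in HaCaT-EGFR over HaCaT-vector, 409 for EGF and 318 for TNF-α in HaCaT-vector, 1078 for TNF-α in HaCaT-p65, 4852 for serum, 952 and 1623 for gefitinib with EGF and with serum, 581 for LY294002, 1468 for U1026 and 11 for the TNF-α interaction. With only the arrays of the groups compared, 25 passed in HaCaT-vector over HaCaT, 841 for EGF in HaCaT-EGFR and 18 for serum. Gefitinib with EGF and with serum had 62 and 148, and U1026 had 99. The count was 0 for TNF-α in HaCaT-p65 (2323 at an unadjusted p under 0.05), LY294002 (1595) and the TNF-α interaction (1555). These fits have fewer residual degrees of freedom. That cannot be the whole cause, since EGF in HaCaT-vector went from 199 to 675. Mean correlations within the group were 0.9946 to 0.9961 for HaCaT-vector with EGF and 0.9764 to 0.985 for HaCaT-p65 with TNF-α. The fit to all arrays pools this unequal spread, so its p-values may be too small for the more variable groups.

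Among genes above the median probe set mean, where fewer genes were tested, counts were 660 for TNF-α in HaCaT-p65, 556 for gefitinib with EGF, 208 for LY294002 and 6 for the TNF-α interaction. With arrays centred on their medians they were 108 for EGF in HaCaT-vector, 199 for TNF-α in HaCaT-p65, 220 for gefitinib with EGF, 87 for LY294002 and 1 for the TNF-α interaction, and the share of genes that rose went from 38.7% to 28.6% for serum and from 35.8% to 25.3% for LY294002. Leaving out the array described once as a control gave 754 for TNF-α in HaCaT-p65 and 4 for the interaction, and counting it as starved gave 4 for the interaction. Without the arrays of high GAPDH signal 6 genes passed for TNF-α in HaCaT-p65, 223 for LY294002 and 69 for the TNF-α interaction, and GBP4 (-0.15), MMP13 (-0.077) and CXCL8 (-4.77e-04) reversed their log2 change with TNF-α in HaCaT-p65.

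The replicate block in place of date gave 1283 genes for serum and 586 for gefitinib with serum, and within 1.5 times the main count elsewhere: 4062 in HaCaT-HRAS, 1686 in HaCaT-p65, 1884 in HaCaT-EGFR and 695 in HaCaT-vector over HaCaT, 2222 and 159 for EGF in HaCaT-EGFR and HaCaT-vector, 529 and 177 for TNF-α in HaCaT-p65 and HaCaT-vector, 403 for gefitinib with EGF, 127 for LY294002, 558 for U1026, 0 for the EGF interaction and 2 for the TNF-α interaction. Where samples share only a number, the lowest correlation of same-numbered arrays was 0.0844 for HaCaT-p65 with HaCaT-vector, -0.193 for HaCaT-vector with HaCaT, -0.181 and -1 for EGF in HaCaT-EGFR and HaCaT-vector, and -0.515 and -0.388 for TNF-α in HaCaT-p65 and HaCaT-vector.

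The rise of the HaCaT-EGFR pattern with EGF became -0.00118 (p = 0.0956) at a standard deviation of 0.05 and 0.00079 (p = 0.448) with genes ranging over 2 log2 units, in exact permutation tests. The HaCaT-vector pattern in starved HaCaT-EGFR had differences of 0.00237 (p = 0.074) with 7 patterns and 0.00174 (p = 0.0723) with genes ranging over 2 log2 units in exact permutation tests. By the one-sided t-test against 0 in the authors' code, its mean of 0.00215 had a p of 0.124, and that of HaCaT-p65, 0.0208, a p of 0.0131. Pattern values cannot fall below 0, so the direction of that test is fixed in advance. Of 30 pathway statistics of the patterns 1 passed before adjustment over the 30 and none after it, and before adjustment the count was 0 at a standard deviation of 0.05, 0 with genes ranging over 2 log2 units and 2 with the lowest χ² of 5 starts. With an estimated correlation 20 list tests passed.

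Leaving out each array gave 2956 to 3142 genes in HaCaT-HRAS, 994 to 1364 in HaCaT-p65, 1168 to 1544 in HaCaT-EGFR, 336 to 740 in HaCaT-vector over HaCaT, 1242 to 1996 and 25 to 136 for EGF in HaCaT-EGFR and HaCaT-vector, 23 to 988 and 57 to 161 for TNF-α in HaCaT-p65 and HaCaT-vector, 37 to 871 for serum, 21 to 370 and 48 to 366 for gefitinib with EGF and serum, 15 to 207 for LY294002, 177 to 689 for U1026, 0 to 0 for the EGF interaction and 0 to 15 for the TNF-α interaction. The pattern differences ranged over 0.00186 to 0.00299 for EGF, 0.00342 to 0.0137 for TNF-α, 0.000488 to 0.0025 for the HaCaT-vector pattern in HaCaT-EGFR and 0.0017 to 0.00705 in HaCaT-p65. Of 2706 values of named genes under alternatives that leave out no single array, 2506 kept direction and side of the threshold, 188 no longer passed, 9 newly passed and 3 reversed. Of 3902 with 1 array left out the numbers were 3479, 422, 1 and 0.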

Differences from the paper's values

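Keeping the start with the lowest χ² of 5 starts was chosen after seeing the data, and the other alternatives were set before the data were examined. The pathway values of the paper were read by eye from its figures.

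For the HaCaT-vector pattern in starved HaCaT-EGFR the paper's one-sided p is 0.001, and the t-test against 0 in the authors' code gave 0.124. The paper's methods describe only t-tests between groups. A standard deviation of 0.05 of the value brought it to 0.00137, within 1.5 times of the paper's, and no other alternative did. For HaCaT-p65 the value of 0.0131 lay within 1.5 times of the paper's 0.013, as did 0.0186 with matching by symbol alone. The other alternatives did not, with 0.0204 for 5 patterns, 0.0378 for 7, 0.00844 at a standard deviation of 0.05, 0.00269 with genes ranging over 2 log2 units and 0.113 with the lowest χ² of 5 starts, chosen after the values were seen. Pattern values cannot fall below 0, so a test against 0 cannot show that starvation raised the pattern. Exact permutation tests between groups gave two-sided p = 0.0216 against EGF in HaCaT-EGFR and 0.25 against TNF-α in HaCaT-p65. For EGF in HaCaT-EGFR the paper's one-sided p is 0.002, and the exact test gave 0.021 on the HaCaT-EGFR pattern. With 7 patterns it was 0.00175, and the other alternatives, the paper's t-test among them (0.022), stayed apart. For TNF-α in HaCaT-p65 the paper's one-sided p is 0.065 and the exact test gave 0.107. With 5 patterns it was 0.0714, and the t-test of the paper's methods gave 0.0855, both within 1.5 times of the paper's, unlike the other alternatives.

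The error allowed for a pattern is 0.1 or, where larger, 0.5 of the range of its 3 simulations, so it differs between alternatives. In the HaCaT-EGFR pattern, STAT stands at about 0.32 in Fig. 3, read by eye, against -0.11. A standard deviation of 0.05 gave 0.0068, inside its own wide error of 0.68 but outside the 0.19 of the reported fit. Genes ranging over 2 log2 units came nearest at 0.464, inside that 0.19 but outside their own error of 0.1, so the gap is not settled. RAS stands at about 0.71 in Fig. 3 against 0.96, with matching by symbol alone coming within it. TGFB stands at about 0.26 in Fig. 3 against 0.558. The lowest χ² of 5 starts, chosen after the values were seen, came within the error at 0.244, and 5 patterns (0.456) only through a wider error of 0.2. In the HaCaT-HRAS pattern RAS stands at about 0.70 in Fig. 3 against 0.923, with 5 patterns, 7 patterns and matching by symbol alone coming within the error, and the lowest χ² of 5 starts, chosen after the values were seen. In the HaCaT-p65 pattern RAS stands at about 0.91 in Fig. 3 against 0.435, with 7 patterns (0.815) and a standard deviation of 0.05 (0.604) coming within the error of 0.4, matching by symbol alone (0.498) only within its own of 0.42, and the lowest χ² of 5 starts, chosen after the values were seen, at 0.925. TGFB in that pattern stands at about 0.31 in Fig. 3 against 0.674. The lowest χ² of 5 starts, chosen after the values were seen, came within the error at 0.286, and 7 patterns (0.0165) only through a wider error of 0.5. In the HaCaT-vector pattern RAS stands at about 0.23 in Fig. 3 against 0.717, with a standard deviation of 0.05 and genes ranging over 2 log2 units coming within the error. Matching by symbol alone (0.34) came within the error of 0.18 of the reported fit but not within its own of 0.1. TGFB in that pattern stands at about 0.12 in Fig. 3 against 0.684, with no alternative coming within the error. In the baseline pattern STAT stands at about 0.45 in Fig. 3 against 0.73, and a standard deviation of 0.05 (0.224) came within it only through a wider error of 0.25.

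For Fig. 4b the paper prints a formula in log10 of p, rescaled to 1 and -1, whereas the authors' code gives 1 minus the upward p or the downward p minus 1. The form of the code was used here. No bar read from Fig. 4b lies between -0.5 and 0.5, which fits the code's form, but the paper does not state which form was drawn, and the comparisons with Fig. 4b rest on the code's. In that form a gene set value cannot lie between -0.5 and 0.5, so one with no tendency turns its sign on a small change. AKT in HaCaT-EGFR stands at about 0.55 in Fig. 4b, read by eye, against -0.543, and a date term gave 0.555. By the upward p of limma's geneSetTest these are 0.543 and 0.445, and neither shows a shift. RAS in HaCaT-HRAS stands at about 0.58 in Fig. 4b against -0.653, and genes ranging over 2 log2 units came within the tolerance of 0.1. Here limma's geneSetTest gave upward values of 0.653 and 0.351, again with no shift in either. TGFB for serum stands at about 0.80 in Fig. 4b against 0.549, and both a date term and genes ranging over 2 log2 units came within it. STAT in HaCaT-EGFR stands at about -0.47 in Fig. 4c against -0.356. A date term gave -0.304 and genes ranging over 2 log2 units turned it to 0.525, so no alternative came within the tolerance.

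The paper states that serum raises RAS signaling in the linear model. The value was -0.695, and that of the paper stands at about -0.60 in Fig. 4b, read by eye and compared in the code's form, so both values lie under 0. Neither direction has support, with an upward value of 0.695 in limma's geneSetTest, and genes ranging over 2 log2 units turned it to 0.667, the direction the paper states. The paper states that its simulations gave the same patterns. Across genes, simulations 1 and 3 correlated at 0.998 for the serum pattern and 0.99 for the baseline, and simulations 1 and 2 at -0.13 and 0.0277. With the lowest χ² of 5 starts, chosen after the values were seen, simulations 1 and 2 correlated at 0.723 for the serum pattern and 0.959 for the baseline. The paper states that the serum pattern lies nearest to the serum term of the linear model. Its highest correlation was 0.687 with the baseline, and with the lowest χ² of 5 starts, chosen after the values were seen, it was nearest to serum at 0.263. The paper states that arrays cluster by condition, and 45 of 54 arrays lay nearest to one of their own condition.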

Other observations

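No test given here was chosen after its result was seen.

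In HaCaT-vector, TNF-α raised the chemokine CCL2 by 4.34 (SE 0.522, adjusted p = 9.6e-07), TNFAIP2 by 4.08 (SE 0.515, adjusted p = 1.97e-06) and CXCL10 by 3.59 (adjusted p = 2.81e-05) on the log2 scale (3 arrays with TNF-α and 4 without). 21 of the 26 NF-κB targets rose, none fell and 5 did not pass the test (23 rose and 1 fell adjusted over the list alone), with a mean rise of 1.62 and 1.77 on the 2 dates that hold both conditions and adjusted p = 3.8e-94 with the preset correlation and adjusted p = 5.39e-08 with an estimated correlation in camera. 11 of the 19 interferon-stimulated genes rose, none fell and 8 did not pass the test (17 rose and none fell adjusted over the list alone), 6 of them rising without starved replicate 1 and 5 without TNF-α replicate 3. In total 179 genes passed limma's test, 175 higher and 4 lower, with 98 without starved replicate 1 and 57 without TNF-α replicate 3. Without the date term 318 passed, in a fit that does not count the dates already removed.

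EGF in HaCaT-vector raised LINC00973, a noncoding RNA, by 2.46 (SE 0.414, adjusted p = 0.000977), the hyaluronan synthase HAS2 by 2.33 (SE 0.261, adjusted p = 1.07e-06) and AKAP12 by 1.81 (SE 0.256, adjusted p = 7.34e-05) on the log2 scale (4 arrays each). 6 of the 23 genes induced by MAP kinase rose, none fell and 17 did not pass the test (13 rose and 1 fell adjusted over the list alone), with mean rises of 0.46, 0.56 and 0.57 on dates 4, 5 and 6 and adjusted p = 8.12e-18 with the preset correlation and adjusted p = 0.0217 with an estimated correlation. The count was 2 without EGF replicate 3, EGF replicate 4 or starved replicate 4, and 3 without starved replicate 1 or 2. In total 199 genes passed limma's test, 122 higher and 77 lower, with 114, 25 and 36 without EGF replicates 1, 3 and 4, and 62, 79, 90 and 36 without starved replicates 1, 2, 3 and 4. The total was 108 with arrays centred on their medians and 675 in a fit to the arrays of both groups alone. It was 409 without the date term, in a fit that does not count the dates already removed.

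Gefitinib in HaCaT-EGFR with serum raised FBXO32 by 3.14 (SE 0.408, adjusted p = 4.96e-06), while the phosphatases DUSP6 and DUSP4 changed by -2.90 (SE 0.272, adjusted p = 7.17e-09) and -2.88 (SE 0.296, adjusted p = 3.39e-08) on the log2 scale (2 arrays with gefitinib and 5 without). None of the 23 genes induced by MAP kinase rose, 16 fell and 7 did not pass the test (none rose and 20 fell adjusted over the list alone), 9 of them falling without gefitinib replicate 2, and camera gave adjusted p = 2.32e-42 with the preset correlation and adjusted p = 6.22e-05 with an estimated correlation. With the MEK inhibitor U1026 the estrogen-metabolizing CYP1B1 rose by 3.16 (SE 0.342, adjusted p = 2.12e-07) and EGR3 changed by -2.45 (SE 0.492, adjusted p = 0.00244), and 1 of the 23 genes induced by MAP kinase rose, 4 fell and 18 did not pass the test (2 rose and 9 fell adjusted over the list alone). With the PI3K inhibitor LY294002 the cell cycle factor E2F2 changed by -1.27 (SE 0.204, adjusted p = 0.000593).

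In HaCaT-HRAS over HaCaT-vector, 3 of the 12 mesenchymal genes rose, 3 fell and 6 did not pass the test (3 rose and 4 fell adjusted over the list alone), TWIST1 by 3.61 (SE 0.246) and FN1 by 2.27 (SE 0.287), with TNC at -1.88 (SE 0.334). 3 of the 15 listed TGF-β targets rose, 5 fell and 7 did not pass the test (3 rose and 6 fell adjusted over the list alone), led by LTBP2 at 3.12 (SE 0.305). 3 of the 7 listed Notch targets rose, 1 fell and 3 did not pass the test (3 rose and 1 fell adjusted over the list alone), led by HEY1 at 2.82 (SE 0.19), and without HaCaT-HRAS serum replicate 1, 1 rose and none fell. None of the 10 basal keratinocyte and hemidesmosome genes rose, 2 fell and 8 did not pass the test (2 rose and 4 fell adjusted over the list alone), with KRT14 at -2.33 (SE 0.212). Without HaCaT-HRAS serum replicate 2, or HaCaT-vector serum replicate 2 or 3, only KRT14 of that list passed. 2 of the 26 cell cycle genes rose, 1 fell and 23 did not pass the test (2 rose and 1 fell adjusted over the list alone). 1 of the 6 STAT3 targets rose, 1 fell and 4 did not pass the test (1 rose and 1 fell adjusted over the list alone).

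Markers of other cell types were measured in the same comparison. The endothelial cadherin CDH5 rose by 4.29 (SE 0.174, adjusted p = 3.47e-22), and 1 of the 4 endothelial markers rose, none fell and 3 did not pass the test (1 rose and none fell adjusted over the list alone). Lysozyme (LYZ) rose by 1.89 (SE 0.286, adjusted p = 2.02e-06), and 1 of the 5 leukocyte markers rose, none fell and 4 did not pass the test (1 rose and none fell adjusted over the list alone). None of the 4 melanocyte markers passed limma's test (1 at an unadjusted p under 0.05), and none of the 6 fibroblast markers did (1 at an unadjusted p under 0.05).

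Each count of genes was set beside the counts from other splits of the same arrays. For EGF in HaCaT-EGFR (1741 genes, highest other split 1073), EGF in HaCaT-vector (199, highest other 2), TNF-α in HaCaT-vector (179, highest other 65) and serum (643, highest other 11), 1 split of 100, 35, 35 and 100, the real one, gave as many. These splits exchanged arrays between dates, although the fit has a date term, so they cannot exclude chance within dates. For HaCaT-EGFR over HaCaT-vector 2 of 56 splits did (1556, highest other 1556), and the other split is the mirror of the real one within the shared date. That comparison rests on the arrays of the shared date, which are too few for these splits to exclude chance. For HaCaT-HRAS (3599, highest other 1), HaCaT-p65 (1420, highest other 1) and HaCaT-vector over HaCaT (568, highest other 46) the 10 splits, 1 of them as large, are too few for a share under 0.05. In HaCaT-HRAS the replicate numbers pair the samples, and the splits that part as many pairs reached at most 1 gene. For TNF-α in HaCaT-p65 6 of 56 splits gave as many as 402, so chance cannot be excluded. The highest other split called 1958 genes, several times the real count, and set TNF-α replicates 1, 2 and 3 apart from the starved arrays with TNF-α replicates 4 and 5, a split that follows neither the dates nor the times of treatment. TNF-α replicate 5 is the array described once as a control, and TNF-α replicates 1 and 2 had the highest GAPDH 3' minus 5' values of HaCaT-p65 (1.69 and 0.913). Chance cannot be excluded for the TNF-α interaction (2 genes, 10 of 100 splits as large, highest other 327). No gene passed for the EGF interaction, so splits could not test it.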
